# miR-182, miR-221 and miR-222 are potential urinary extracellular vesicle biomarkers for canine urothelial carcinoma

**DOI:** 10.1038/s41598-024-69070-7

**Published:** 2024-08-02

**Authors:** Jenni Karttunen, Lajos Kalmar, Andrew Grant, Jun Ying, Sarah E. Stewart, Xiaonan Wang, Fiona Karet Frankl, Tim Williams

**Keywords:** Tumour biomarkers, Urological cancer, Medical research, Oncology, Urology

## Abstract

Current diagnostic methods for canine urothelial carcinoma (UC) are technically challenging or can lack specificity, hence there is a need for novel biomarkers of UC. To this end, we analysed the microRNA (miRNA) cargo of extracellular vesicles (EVs) from urine samples of dogs with UC to identify candidate miRNA biomarkers. Urine was fractionated using ultrafiltration combined with size-exclusion chromatography and small RNA sequencing analysis was performed on both the EV enriched and (EV free) protein fractions. A greater number of candidate miRNA biomarkers were detected in the EV fraction than the protein fraction, and further validation using droplet digital PCR (ddPCR) was performed on the EV enriched fraction of a second cohort of dogs with UC which indicated that miR-182, miR-221 and miR-222 were significantly overrepresented in dogs with UC when compared with healthy dogs and dogs with urinary tract infections. Pathway analysis confirmed that these three miRNAs are involved in cancer. In addition, their potential downstream gene targets were predicted and PIK3R1, a well-known oncogene is likely to be a shared target between miRNA-182 and miRNA-221/222. In summary, this study highlights the potential of urinary EV-associated miRNAs as a source of biomarkers for the diagnosis of canine UC.

## Introduction

The diagnosis of urothelial carcinoma (UC), the most common type of bladder cancer in dogs^1^, is usually made on cytology from the tumour obtained by traumatic catheterisation, however this diagnostic method is invasive and not easily achieved in first-opinion veterinary practice. Hence, the development of non-invasive urine based diagnostic testing would be beneficial to allow early screening and diagnosis of dogs for UC. Several studies have investigated a variety of potential biomarkers and non-invasive diagnostic tests for canine UC, including protein biomarkers^2,3^, metabolomic biomarkers^4,5^ and DNA copy number aberrations^6^. However, the investigated biomarkers have been inadequately sensitive and/or specific to develop as diagnostic tests for UC. The most promising biomarker for UC available at present detects mutations in the BRAF gene (variant V595E) in cells obtained from urine samples of dogs^7^, however the test can have a sensitivity as low as 64%^8^, and hence false negative results will occur. Thus, there remains a need to identify highly sensitive non-invasive biomarkers for canine UC.

In other fields, there is increasing interest in microRNA (miRNA)-based biomarkers, and changes in miRNA expression might also provide insights into the pathophysiological mechanisms underpinning disease processes, such as carcinogenesis. So far, two articles have reported altered miRNA profiles in canine bladder tissue in UC^9,10^: Vinall et al. compared the miRNAome of transitional cell carcinoma with healthy dogs and dogs with inflammatory bladder disease, while Varvil et al. compared the miRNAome of normal canine urothelium to that of invasive UC. Both studies detected a few differentially expressed (DE) miRNAs in canine UC tissue, but the actual miRNAs differed. Subsequent urinary qPCR analysis of five differentially expressed miRNAs from one of the studies^9^ confirmed significantly reduced abundance of miR-103b and miR-16 in urine samples from dogs with UC compared to other lower urinary tract diseases^11^. Hence, miRNAs do appear to be differentially expressed in canine UC, although further studies are needed to establish if these are robust enough for clinical use.

Extracellular vesicles (EVs) are nanoparticles released by all cells, which contain proteins, mRNAs and miRNAs from the cell of origin^12^. EVs carry intercellular messages, especially in cancer, and therefore their cargo has a high biomarker potential compared to the original biofluid^13–15^. The majority of urinary EVs come from the kidney, prostate and bladder^16^, and so urinary EV-associated miRNAs should be specific for changes in the miRNome of the urinary tract. In addition, the lipid bilayer that surrounds the miRNA cargo of EVs will protect against degradation in the urine by RNAses, hence urinary EV-associated miRNAs should also be more sensitive for changes in the urinary miRNAome. However, large quantities of small RNAs co-isolate with non-vesicular urinary proteins^17^, which may or may not be representative of changes in the miRNAome of the urinary tract, therefore the use of techniques that separate EVs from non-vesicular proteins are important to optimise miRNA biomarker discovery. To date only one study has evaluated urinary EVs from dogs with UC, although this study investigated the abundance of Nuclear Matrix Protein-22 in urinary EVs of dogs with UC^18^, hence the potential of urinary EV-associated miRNAs as a source of biomarkers for canine UC is to date unexplored.

The aim of the present study was to examine EV-associated and non-vesicular (protein-associated) miRNAs as potential biomarkers for canine UC.

## Results

The results of the study are reported in accordance with the ARRIVE guidelines.

### Clinical cases

The ‘sequencing’ cohort included 12 dogs with UC, 5 dogs with urinary tract infections (UTI) and 6 healthy control (HC) dogs. The ‘validation’ cohort included 8 dogs with UC, 8 dogs with UTI and 5 HC dogs. Signalment data for the groups are shown in Table 1.

**Table 1:** Baseline data for dogs in each of the cohorts included in the study.

Group	Age (median [range])	Sex	Breed	Total urine creatinine of sample volume from which EVs were extracted (median [range])	Small RNA content of 500uL of EV fraction (median [range])	miRNA content of 500uL of EV fraction (median [range])
Sequencing UC (n = 12)	10 [8–14] years, 1 unknown	1 male entire 5 male neutered 6 female neutered	1 each of Basset de Bretagne, Staffordshire Bull Terrier, Jack Russell Terrier, Schnauzer, Scottish Terrier, Labrador, Polish Lowland Sheepdog, Pug, Border Collie, Poodle, Weimaraner, Cross-breed	17 [4–90] µmol	17 [2–53] ng	10 [1–18] ng
Sequencing UTI (n = 5)	9 [6–10] years, 1 unknown	1 male neutered 1 male unknown status 2 female neutered 1 female entire	2 Cocker Spaniel, 1 each of German Shepherd, Springer Spaniel and Boxer	27 [2–106] µmol	13 [6–80] ng	2 [2–30] ng
Sequencing HC (n = 6)	5 [2–9] years	4 male entire 1 male neutered 1 female neutered	1 each of Finnish Spitz, Bichon Frise, Labrador, Dachshund, German Shepherd and Cross-breed	59 [30–99] µmol	12 [8–33] ng	6 [3–16] ng
Validation UC (n = 8)	12 [11–13] years	4 male neutered 3 female neutered 1 unknown	2 Labradors, 2 Staffordshire Bull Terriers, 2 West Highland White Terriers, 1 each of Papillon and Beagle	26 [13–30] µmol	26 [17–65] ng	12 [8–40] ng
Validation UTI (n = 8)	7 [0.25–10] years	1 male entire 1 male neutered 1 female entire 4 female neutered 1 unknown	2 Labrador, 1 each of Border Collie, Hungarian Viszla, Golden Retriever, Newfoundland, Staffordshire Bull Terrier and Pug	19 [9–54] µmol	24 [7–38] ng	9 [3–21] ng
Validation HC (n = 5)	8 [2–12] years	3 male neutered 2 female neutered	2 Cocker spaniels, 1 each of Boxer, Border Terrier and Pug	70 [26–82] µmol	27 [10–33] ng	11 [< 1–17] ng

### EV characterisation

Extracellular vesicles were separated from vesicle free proteins from canine urine as per our previously published protocol using ultrafiltration combined with SEC^17^ which was further optimised for canine urine (Fig. 1A, Supplementary Fig. 1). Transmission electron microscopy imaging (TEM) confirmed the presence of appropriately sized vesicles in fraction B (Fig. 1B) whereas non-vesicular protein fraction D had no visible vesicles (Fig. 1C).

**Figure 1:**

Schematic presentation of the EV isolation steps, and SEC fractions collected during purification. Transmission electron microscopy images of **(B)** Fraction B including EVs and **(C)** Fraction D including vesicle-free proteins. **(D)** Scatter plot of urinary EV numbers normalised to total creatinine content of sample (µmol). Dogs with UTI and UC had significantly higher numbers of urinary EV compared to dogs in the HC group: there was no significant difference between UC and UTI groups. *p < 0.05.

Nanoparticle tracking analysis confirmed the presence of particles with a size profile consistent with EVs (Supplementary Fig. 1C). Urine EV: urine total creatinine ratio (of ‘sequencing’ and ‘validation’ cohorts combined) were significantly greater in dogs with UC (P = 0.04) and UTI (P = 0.03) compared to healthy controls, however there was no significant difference between the UC and UTI groups (P = 0.63) (Fig. 1D).

### Small RNA sequencing revealed differentially expressed miRNAs in UC

For the sequencing cohort samples, RNA from EV and protein SEC-fractions was subjected to small RNA sequencing. 

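EV fractions were sequenced from 12 dogs with UC, 5 dogs with UTI and 6 HC dogs, and protein fractions from the same dogs except HC dog 34. This gave 56 libraries, 29 from EV and 27 from protein fractions, because 11 of the RNAs were sequenced as 2 libraries. The paper states that urine was collected by catheter or free catch in UC, by cystocentesis in UTI and by free catch in HC, and the method is not given for single dogs. The authors collapsed reads by unique molecular identifiers, aligned sequences of 16 to 24 nt to the mature canine miRNAs of miRBase 22.1 with 1 mismatch allowed, and deposited the counts without normalisation. Closely related miRNAs, such as let-7a and let-7c or miR-196a and miR-196b, can share counts under this rule.
The deposited table held 1316143 counts, of which 1129635 were in EV and 186508 in protein fractions, whereas the paper's total of 569062706 refers to all reads before filtering. All values given here use the miRNA counts. In EV fractions the summed count per dog was 6467 to 142555 (median 44739) in UC, 5303 to 86086 (median 25653) in UTI and 13449 to 97312 (median 30059) in HC. In protein fractions it was 1005 to 61401 (median 3492) in UC, 2466 to 24783 (median 5238) in UTI and 1153 to 2522 (median 1490) in HC. The geometric mean count of UC dogs was 1.33 times that of control dogs in EV fractions (two-sided permutation p = 0.488) and 1.31 times in protein fractions (two-sided permutation p = 0.594).
Counts of the 2 libraries of an RNA were summed, so that each dog was a single replicate. Groups were compared with edgeR's quasi-likelihood test on counts scaled by TMM (trimmed mean of M values), for miRNAs with at least 10 summed counts, at a Benjamini-Hochberg adjusted p under 0.05. Levels are given as counts per 1000000 (CPM).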

First, the size profiles of the two libraries collected for each sample were compared for both length and clustering analysis and the profiles were very similar (Supplementary Fig. 2). The libraries were combined for each sample to maximise read number and the sensitivity for detection of candidate biomarkers in the later analyses. A total of 569,062,706 reads were obtained with a mean of 10,161,834 reads per sample (Supplementary Table 1). Out of processed and filtered 16–24 nt long reads, 1–29% (median 6.3%) aligned to mature canine miRNAs in EV fractions and 0.06–8% (median 0.5%) in protein fractions (Supplementary Table 1). 

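EV fractions held a larger share of miRNA sequences than the protein fraction of the same urine in 21 of 22 dogs. The aligned share was 12.1 times higher in EV fractions (geometric mean over dogs, median 11.4, range 0.242 to 249). The mean log ratio differed from 0 (two-sided permutation test with random sign flips within dogs, p = 2e-05). In EV fractions it was 8.96 ± 8.10% (SD, n = 12 dogs) in UC, 8.63 ± 6.55% (SD, n = 5) in UTI and 6.84 ± 4.92% (SD, n = 6) in HC. In protein fractions it was 1.48 ± 2.37% (SD, n = 12) in UC, 1.47 ± 1.69% (SD, n = 5) in UTI and 0.199 ± 0.160% (SD, n = 5) in HC. The exception was UC dog 21, with 8.12% in the protein fraction and 1.97% in the EV fraction. The share did not separate UC from control dogs, with a fold of 1.10 in EV fractions (two-sided permutation p = 0.809) and 1.67 in protein fractions (two-sided permutation p = 0.373). Single libraries ranged from 0.963 to 29.1% (median 6.26%) in EV and from 0.0588 to 8.34% (median 0.459%) in protein fractions.

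**Figure D1:**
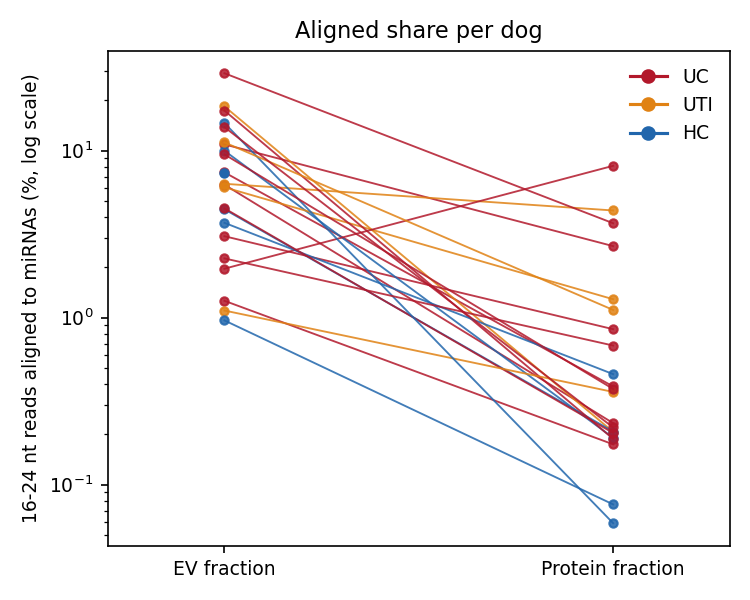
Share of 16 to 24 nt sequences that aligned to mature canine miRNAs (percent, log axis) in the EV and the protein fraction of each of 22 dogs, with a line joining the fractions of a dog and colours for UC, UTI and HC. The line falls from EV to protein in 21 of the 22 dogs.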

In total, of 455 known mature canine miRNAs in miRbase^19^, 159 were identified from the samples. Of these, 158 were identified in the EV fractions and 150 were present in the protein fractions.

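The let-7 family, whose members repress growth-promoting mRNAs in differentiated tissues, made up 51.8 ± 10.7% of the miRNA counts of a dog in EV fractions (SD, n = 23 dogs) and 37.5 ± 15.0% in protein fractions (SD, n = 22). Its member let-7a ranked highest in both, with 25.3 ± 6.48% in EV and 17.1 ± 8.05% in protein fractions. Next in EV fractions came let-7b (10.3 ± 2.84%), let-7f (9.75 ± 2.09%) and miR-30d (5.40 ± 1.67%), a member of a family abundant in kidney epithelium. In protein fractions let-7b (13.3 ± 5.07%) was followed by miR-423a (7.29 ± 10.4%), miR-16 (7.16 ± 6.74%), known from blood cells, and the epithelial miR-200c (7.05 ± 4.50%).
At least 1 count was found for 158 miRNAs in EV and 155 in protein fractions, and 154 were found in both. Counts of miR-149 (51 in 11 dogs), miR-32 (14 in 7 dogs), miR-889 (12 in 1 dog) and miR-2483 (10 in 3 dogs) occurred in EV fractions alone, and those of miR-615 (32 in 7 dogs) in protein fractions alone. A count of 0 allows a level of up to 2.66 CPM in the summed EV fractions and 16.1 CPM in the summed protein fractions, by counting error alone. At least 10 counts were reached by 156 miRNAs in EV and 128 in protein fractions. When EV counts were thinned at random to the protein total, a mean of 156.5 miRNAs remained.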

Differential expression analysis was performed separately for EV and protein fractions from the sequencing cohort. For each analysis, the HC and UTI groups were combined as a control group, and miRNA abundance was compared with that of the UC group. 

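Urine EVs of dogs with UC carried more of the smooth muscle and fibroblast miRNAs miR-199, miR-143 and miR-145, more miR-221 and miR-222, more miR-182 and miR-183 and less of the HOX cluster miRNAs miR-196a and miR-196b than those of control dogs. miR-199, abundant in fibroblasts, was 1316 ± 2923 CPM in UC (SD, n = 12 dogs) and 30.5 ± 29.1 CPM in control dogs (SD, n = 11), a log2 fold change of 5.04 (standard error 0.80, adjusted p = 7.03e-05 from edgeR's quasi-likelihood test), and every UC dog lay above every control dog. The neighbouring genes miR-143 and miR-145, which maintain contractile smooth muscle, had log2 fold changes of 2.92 (standard error 0.62, adjusted p = 0.00213) and 3.49 (standard error 0.86, adjusted p = 0.00798). miR-145 rested on 71 counts in 8 UC dogs against 2 counts in control dogs, a ratio of 22.9 (95% counting interval 6.10 to 192, Clopper-Pearson). Of 6 tested miRNAs of smooth muscle and fibroblasts 3 were higher (4 when adjusted over the list alone) and none was lower (camera adjusted p = 0.0241, adjusted p = 0.174 with an estimated correlation).
The adjacent miR-221 and miR-222, which repress the cell cycle inhibitor p27, were both higher. miR-221 was 4656 ± 3328 CPM in UC and 1534 ± 1625 CPM in control dogs (log2 fold change 1.60, adjusted p = 0.0191), and miR-222 was 709 ± 635 and 145 ± 134 CPM (log2 fold change 2.20, adjusted p = 0.00798), above the control median in 12 and 10 of the 12 UC dogs. In the miR-183 cluster, best known from sensory organs, 2 of 3 members were higher (2 when adjusted over the list alone; camera adjusted p = 0.0847). miR-182 was 3926 ± 3659 and 1408 ± 1159 CPM (log2 fold change 1.46, standard error 0.43, adjusted p = 0.0241), miR-183 had a log2 fold change of 1.33 (adjusted p = 0.0440), and miR-96 did not pass the test (log2 fold change 0.50, adjusted p = 0.603). miR-21, raised in many tumours and in fibrosis, was 37674 ± 13049 and 18191 ± 9987 CPM (log2 fold change 1.05, adjusted p = 0.00939), above the control median in all 12 UC dogs. The lymphocyte miRNA miR-150 was 770 ± 721 and 51.5 ± 92 CPM (log2 fold change 3.92, adjusted p = 3.44e-04), the only one of 7 leukocyte miRNAs that passed (1 when adjusted over the list alone; camera adjusted p = 0.234).
The median log2 fold change of all 156 tested miRNAs was 0.25, against 0.64 with 26 miRNAs higher and 3 lower when counts were scaled to let-7a, miR-26a and miR-194. A stricter filter that kept 85 miRNAs called 5 higher and 5 lower. This filter removed miR-199, miR-143, miR-145, miR-150 and miR-222 for their low counts, so they were not tested under it. The log2 fold change of miR-199 was 3.51 without UC dog 25, that of miR-182 was 1.10 (adjusted p = 0.0561) without UC dog 6, and miR-183 passed in 12 of 23 fits with a dog left out.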

The EV fraction included 11 miRNAs that were more abundant and 4 miRNAs that were less abundant in the UC group (adjusted p-value < 0.05) (Fig. 2A, Supplementary Table 2), hereafter defined as the differentially abundant miRNAs (DA-miRNAs). Protein fractions included 5 significantly upregulated mature miRNAs and 2 downregulated miRNAs in the UC group (Fig. 2B, Supplementary Table 3). 

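In protein fractions 1 miRNA passed between dogs with UC and control dogs, miR-486, abundant in red blood cells, a call that held under 11 of 15 alternatives and ended under RLE size factors (log2 fold change 2.91, adjusted p = 0.0579), limma voom, the index covariate and without shallow dogs. It was 21976 ± 25941 CPM in UC (SD, n = 12 dogs) and 2377 ± 2628 CPM in control dogs (SD, n = 10), a log2 fold change of 3.12 (standard error 0.73, adjusted p = 0.0166 from edgeR's quasi-likelihood test), and lay above the control median in 11 of the 12 UC dogs. The other erythrocyte miRNA tested, miR-451, had a log2 fold change of 1.45 and did not pass (adjusted p = 0.381). Neither did miR-146a, a feedback inhibitor of inflammatory signalling (1.73, adjusted p = 0.0661), miR-92b (2.55, adjusted p = 0.0704), miR-148a (-1.01, adjusted p = 0.134), miR-26b (-1.22, adjusted p = 0.134), the urothelial miR-205 (0.69, adjusted p = 0.616) or miR-25 (-0.83, adjusted p = 0.524). Of these 7 miRNAs, which the paper lists in its Supplementary Table 3, 1 was higher (3 higher and 2 lower when adjusted over the list alone). The list was drawn from the same dogs, so this is not independent evidence. The smooth muscle miRNA miR-145, at 3.42, also missed the threshold (adjusted p = 0.0661), as did miR-221 (1.31, adjusted p = 0.230), miR-222 (1.47, adjusted p = 0.334) and miR-182 (0.20, adjusted p = 0.939).
The test covered 128 miRNAs, of which 20 had an unadjusted p under 0.05, and DESeq2 on the same miRNAs called 5 higher and 1 lower. No call remained without UC dog 8 or without UC dog 14, with miR-486 at 2.30 (adjusted p = 0.0910) and 2.82 (adjusted p = 0.0843), and the sign of miR-25 turned without UTI dog 11 (1.18) and that of miR-205 without UC dog 21 (-0.29). All 12 UC dogs lay above the control median of miR-25 (median 5314 CPM in UC and 2310 CPM in control dogs), so its negative value rested on UTI dog 11. The share of a dog's counts from libraries with an index number above 48 had a mean of 22.1% over UC and 76.1% over control dogs (two-sided permutation p = 0.0134), and miR-486 was 3.04 (standard error 0.88, adjusted p = 0.0641) with this share as a covariate.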

All the miRNAs with differential abundance in the protein group had base mean 60 or lower, indicating relatively low expression level, whereas 7 out of 15 DA-miRNAs in the EV fraction had base mean higher than 60. In addition, as the EV fraction yielded a higher percentage of reads aligned to miRNAs and a greater number of DA-miRNAs than the protein fraction, we chose to continue to further analyse the EV fractions only. 

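The called miRNAs of EV fractions spanned low to high levels. The base mean, here the mean count per dog after scaling by DESeq2 size factors, was 1624 for let-7c, 926 for miR-21, 158 for miR-196a, 142 for miR-196b, 103 for miR-221 and 89.5 for miR-182. It was 53.8 for miR-183, 32.5 for miR-92b, 22.8 for miR-199, 14.1 for miR-222, 14.0 for miR-150, 13.0 for miR-335, 9.78 for miR-143 and 1.41 for miR-145. Of the 18 miRNAs called in EV fractions 6 had a base mean above 60, and of the 15 DA-miRNAs 7, with miR-93 at 138. In protein fractions miR-486 had a base mean of 51.02, miR-146a of 43.2, miR-205 of 72.1, miR-148a of 60.02, miR-25 of 28.7, miR-26b of 20.9 and miR-92b of 2.52. The median base mean over all tested miRNAs was 14.2 in EV and 3.36 in protein fractions, and no test was made of base means.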

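Within dogs and relative to the other miRNAs of a fraction, EV fractions were richer in let-7f and in the kidney tubule miRNAs miR-30a and miR-204, and protein fractions in the blood cell miRNAs miR-486, miR-451, miR-142 and miR-223, under all 5 scalings tried. These values compare shares of the miRNA counts. The aligned share itself was 12.1 times higher in EV fractions, so a lower value does not show that EV fractions held less of a miRNA. let-7f was higher in the EV fraction of all 22 dogs (log2 fold change EV over protein 1.77, standard error 0.23, adjusted p = 1.02e-08 from edgeR's quasi-likelihood test with the dog as a block), as was miR-30a (1.62), while miR-204 was higher in 20 of 22 dogs (2.41, standard error 0.39, adjusted p = 1.08e-06). miR-486 was lower in EV fractions (-2.13, standard error 0.40, adjusted p = 1.33e-05), as were miR-451 (-2.21, adjusted p = 0.00204) and the leukocyte members miR-142 (-2.26) and miR-223 (-1.94). Of 159 miRNAs 36 were higher and 22 lower in EV fractions under TMM, but 19 and 44 under RLE size factors, 24 and 31 with total counts, 32 and 26 under TMMwsp and 15 and 45 when scaled to let-7a, miR-26a and miR-194.
Since the median log2 fold change of all miRNAs was 0.26 under TMM and -0.36 under RLE size factors, values relative to the median are also given: 1.51 for let-7f, 2.14 for miR-204, -2.53 for miR-142, -2.21 for miR-223, -2.47 for miR-451 and -2.40 for miR-486. Under all scalings 14 miRNAs stayed higher, miR-21 among them, and 22 stayed lower, miR-16 and miR-423a among them. Kidney tubule miRNAs were higher for 9 of 10 members (9 when adjusted over the list alone, 4 under all scalings; camera adjusted p = 7.61e-06, adjusted p = 0.123 with an estimated correlation), let-7 miRNAs for 6 of 8 (6 when adjusted over the list alone, 3 under all scalings; camera adjusted p = 0.00903, adjusted p = 0.534 with an estimated correlation), and 2 of 2 erythrocyte miRNAs were lower (2 when adjusted over the list alone).
Whether the effect of UC differed between the fractions was tested as an interaction within dogs. No miRNA passed this edgeR test, while 12 had an unadjusted p under 0.05, DESeq2 called 0 and limma voom 3. The difference was 3.07 for miR-199 and 2.49 for miR-150 (adjusted p = 0.255 for both), -1.47 for miR-486 (adjusted p = 0.605) and 1.24 for miR-182 (adjusted p = 0.628). miR-199 (adjusted p = 9.36e-05) and miR-150 (adjusted p = 1.46e-04) were among the 3 called by limma voom. From the base means of the DA-miRNAs, the higher share of aligned reads and the larger number of DA-miRNAs in EV fractions, the paper reasons that the EV fraction was the one to analyse further.

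**Figure D2:**
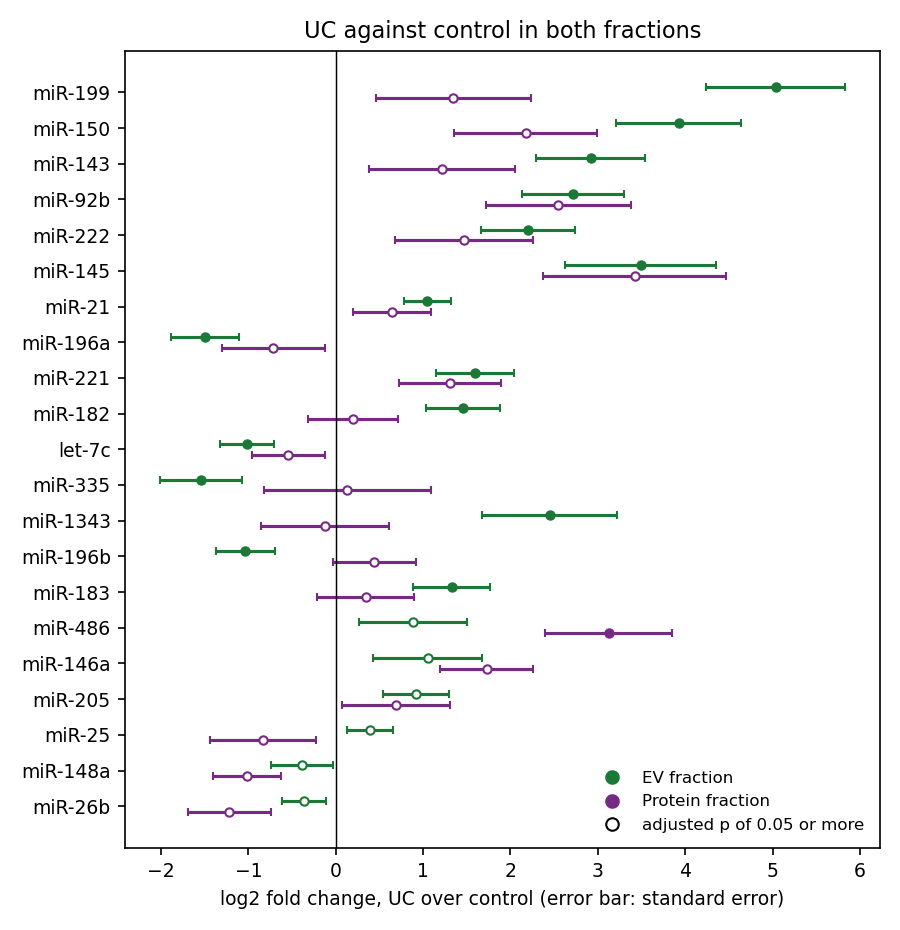
Log2 fold change of UC over control dogs in EV (green) and protein (purple) fractions for 21 miRNAs, with standard errors as bars and open symbols where the adjusted p was 0.05 or more. In the protein fraction miR-486 alone has a filled symbol.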

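On the first principal component of log2 CPM of the 15 DA-miRNAs, among them miR-199, miR-143, miR-221 and miR-222 as higher and miR-196a and let-7c as lower members, dogs with UC scored 2.27 ± 1.36 (SD, n = 12). Dogs with UTI scored -1.95 ± 0.43 (SD, n = 5) and HC dogs -2.92 ± 1.26 (SD, n = 6). This component held 48.8% of the variance and the next 12.8%. All UC dogs lay above all control dogs, an area under the ROC curve of 1 (two-sided permutation p = 1e-05, the smallest that 100000 permutations can give). The DA-miRNAs had been chosen on these same groups, so the area does not measure how unseen dogs would separate. When the 15 miRNAs with the smallest p in edgeR were taken on each of 100 sets of permuted labels, the median area was 0.845, and 2 sets reached 1. When miRNAs were called without the dog to be scored, 12 of 12 UC, 5 of 5 UTI and 6 of 6 HC dogs still fell on the side of their group. Over all tested miRNAs, without any choice, the area was 0.864 (two-sided permutation p = 0.00205).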

Principal component analysis (PCA) using the DA-miRNAs from the EV fraction separated the control groups from UC samples (Fig. 2C). Normalised read counts for the DA-miRNAs in the EV fraction are presented in Fig. 2D.

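miR-199 and miR-150 were higher in UC than in either control group, while miR-221 and miR-222 passed against UTI alone and miR-182 against HC alone. These sets are not shown to differ, since no miRNA passed between UTI and HC dogs. miR-150, a lymphocyte miRNA, was 111 ± 114 CPM in UTI (SD, n = 5 dogs) and 1.94 ± 4.76 CPM in HC dogs (SD, n = 6). Against HC it had 916 counts to 1, a ratio of 327 (95% counting interval 58.6 to 12947, Clopper-Pearson), with an adjusted p = 3.87e-05 from edgeR's quasi-likelihood test in a fit of all 3 groups, and every UC dog lay above every HC dog. Against UTI its log2 fold change was 2.80 (standard error 0.79, adjusted p = 0.0486), and this call held in 7 of 23 fits with a dog left out (adjusted p up to 0.207) and under 4 of 7 alternatives (up to 0.233). miR-221 and miR-222 passed against UTI, with log2 fold changes of 2.52 (standard error 0.60, adjusted p = 0.0161) and 3.03 (standard error 0.77, adjusted p = 0.0217), and were above the UTI median in all 12 UC dogs. Against HC they did not pass (1.13, adjusted p = 0.166, and 1.74, adjusted p = 0.0753). miR-182 was 1017 ± 605 CPM in HC and 1878 ± 1547 CPM in UTI dogs, and passed against HC (1.93, standard error 0.53, adjusted p = 0.0169) but not against UTI (1.04, adjusted p = 0.427). miR-199 passed against both, with a log2 fold change of 4.71 against HC and an adjusted p of 0.00886 against UTI.
Against HC 13 miRNAs were higher and 6 lower (26 and 4 when scaled to let-7a, miR-26a and miR-194), and against UTI 4 were higher and none was lower (18 with an unadjusted p under 0.05; DESeq2 called 6 and limma voom 2). Between UTI and HC no miRNA passed (12 with an unadjusted p under 0.05; DESeq2 called 0 and limma voom 0). The blood cell miRNA miR-486 was 1797 ± 1959 CPM in UTI and 257 ± 239 CPM in HC dogs (log2 fold change 2.67, adjusted p = 0.129), and miR-221 had a log2 fold change of -1.40 (adjusted p = 0.409). In UC over HC the blood cell miRNAs miR-486 (2.62, adjusted p = 0.0174) and miR-451 (fitted at 5.07 with 0 counts in HC dogs, adjusted p = 0.0216) passed, as miR-150 did. miR-142 (1.32, adjusted p = 0.359) and miR-223 (1.91, adjusted p = 0.208) did not. Without HC dog 13 the calls against HC fell to 7, without miR-182, miR-183 and miR-21 among them. Against UTI no call remained without UTI dog 18 and 1 without UTI dog 26. Of the 15 DA-miRNAs 10 were higher and 4 lower in UC than in all control dogs (11 higher and 4 lower when adjusted over the list alone, which is not independent evidence as the list was chosen on these dogs), and miR-93 did not pass (0.57, adjusted p = 0.0805).

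**Figure D3:**
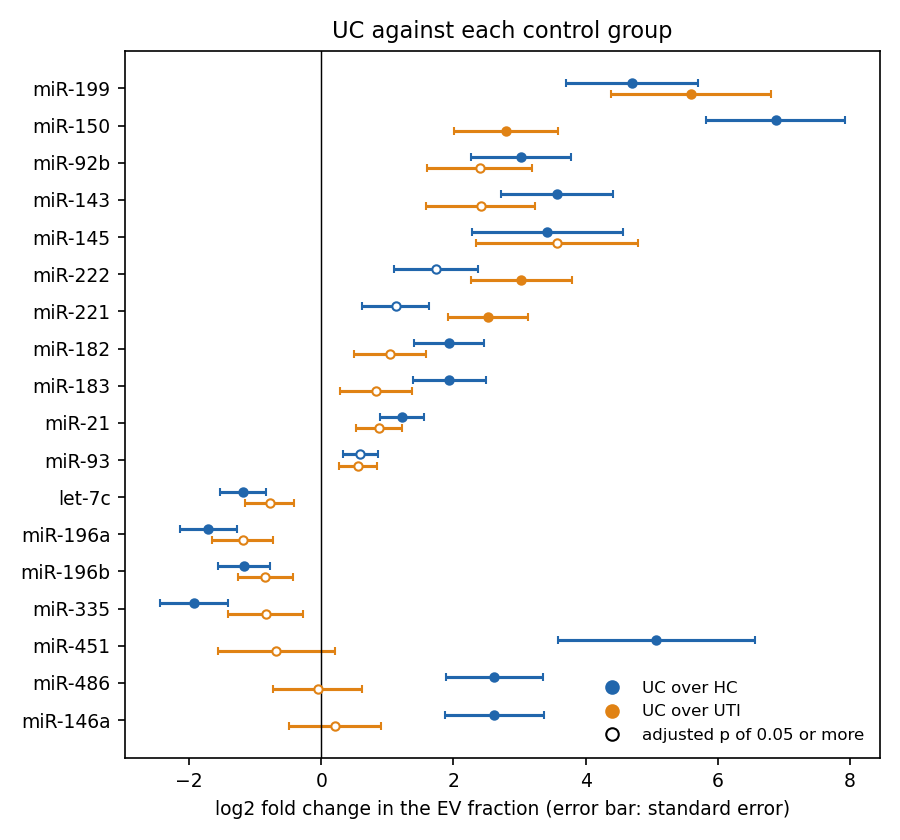
Log2 fold change of UC over HC (blue) and of UC over UTI (orange) in EV fractions for 18 miRNAs, with standard errors as bars. miR-221 and miR-222 lie further from 0 against UTI, and miR-182 and miR-486 against HC; these differences are those of UTI and HC dogs, for which no miRNA passed.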

**Figure 2:**

Small RNA sequencing results. Volcano plot of differentially expressed (DE) miRNAs in (**A**) EV fraction and (**B**) protein fraction when UC samples were compared to controls (healthy controls and dogs with UTI). DE-miRNAs with a log_2_ fold change value < 0 were less abundant in UC dogs relative to healthy controls and those with a log_2_ fold change value > 0 were more abundant in UC dogs relative to healthy controls. (**C**) Principal component analysis using all DE miRNAs from EV fraction separated UC samples from HC and UTI groups. (**D**) Normalised read numbers of each DE miRNA in EV fractions.

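In EV fractions 6 miRNAs were lower and 12 higher in dogs with UC under TMM, against 7 and 11 under TMMwsp and 3 and 26 when scaled to let-7a, miR-26a and miR-194. The stricter filter given above called equal numbers lower and higher, so the balance depends on scaling and filter. Of 3 tested miRNAs of the HOX gene clusters, which pattern the body axis, 2 were lower (2 when adjusted over the list alone; camera adjusted p = 0.0241, adjusted p = 0.174 with an estimated correlation). miR-196a was 2592 ± 2083 CPM in UC and 7326 ± 4109 CPM in control dogs (log2 fold change -1.50, adjusted p = 0.00939 from edgeR's quasi-likelihood test), below the control median in 11 of the 12 UC dogs, miR-196b had a log2 fold change of -1.03 (adjusted p = 0.0405) and miR-10a of 0.21 (adjusted p = 0.685). In the let-7 family let-7c alone was lower (log2 fold change -1.01, adjusted p = 0.0267), at 1 of 8 members over all miRNAs and 1 when adjusted over the list alone. None of 10 kidney tubule miRNAs passed (0 when adjusted over the list alone), yet their median log2 fold change was -0.44 and they ranked low as a set (camera adjusted p = 0.00523, adjusted p = 0.352 with an estimated correlation). None of 6 epithelial and urothelial miRNAs passed (0 when adjusted over the list alone; median log2 fold change 0.57, camera adjusted p = 0.0915). The remaining calls were miR-92b (2.72, adjusted p = 0.00213, and 1.67 without UC dog 8), miR-335 (-1.54, adjusted p = 0.0269) and 4 miRNAs with fewer than 100 summed counts. The adjusted p of miR-196b stayed below the threshold in 7, that of let-7c in 19 and that of miR-335 in 21 of 23 fits with a dog left out.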

### ddPCR validation of candidate miRNAs

In addition to potential miRNA candidate biomarkers, the sequencing data from the EV fractions were explored to identify miRNAs that had similar expression across the UC and healthy control groups, and from this group we selected individual miRNAs with high, medium or low expression level against which to normalise our candidates appropriately. As a result, three miRNAs with different expression levels were selected: cfa-let-7a (mean expression: 8702 reads, adjusted *p*-value: 0.55), cfa-miR-26a (mean expression 609 reads, adjusted *p*-value: 0.28) and cfa-miR194 (mean expression 40 reads, adjusted *p*-value: 0.51). 

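The 3 normalisers did not differ between UC and control dogs beyond the spread between dogs, and their log2 fold changes were negative, except that scaling counts to the 3 miRNAs themselves gave 0.13 for let-7a and 0.05 for miR-26a. let-7a, the most abundant miRNA, was 243987 ± 122064 CPM in UC (SD, n = 12 dogs) and 293142 ± 90268 CPM in control dogs (SD, n = 11), a log2 fold change of -0.26 (standard error 0.26, adjusted p = 0.544 from edgeR's quasi-likelihood test). miR-26a, widely expressed and a repressor of cell cycle genes, was 16505 ± 5387 and 20951 ± 6976 CPM (-0.34, standard error 0.23, adjusted p = 0.350). miR-194, a miRNA of kidney and gut epithelium, was 1036 ± 638 and 1353 ± 448 CPM (-0.36, standard error 0.32, adjusted p = 0.499). As a set they passed neither camera's test (adjusted p = 0.152) nor, after adjustment, fry's test of a shift in a shared direction (unadjusted p = 0.0274, adjusted p = 0.0661). By control group let-7a was 335748 ± 63158 CPM in HC (SD, n = 6) and 242015 ± 96924 CPM in UTI (SD, n = 5), and miR-26a was 23219 ± 6780 and 18231 ± 6874 CPM. Of the 12 UC dogs, 9 lay below the HC median for let-7a, 11 for miR-26a and 10 for miR-194. Below the UTI median lay 8, 6 and 10. None of the 3 miRNAs passed against HC, but pooling HC with UTI dogs can hide a lower level than in HC. The base means were 8701, 609 and 39.6, where the paper's are 8702, 609 and 40. The normalisers were chosen on these same dogs, and a p above the threshold does not show equal levels.

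**Figure D4:**
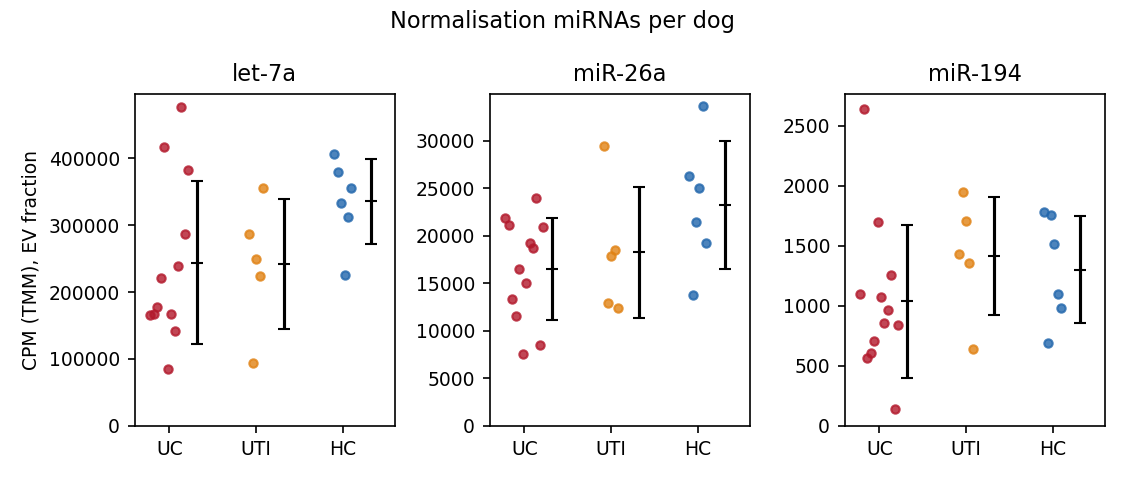
CPM of let-7a, miR-26a and miR-194 in the EV fraction of each UC, UTI and HC dog, with the mean and SD of each group. The groups overlap for all 3 miRNAs.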

Their abundance was further explored with ddPCR which confirmed stability of expression of these miRNAs across the cohorts (Fig. 3A–C). We performed ddPCR for these normalisation miRNAs, in both the sequencing and validation cohorts.

**Figure 3:**

ddPCR validation using both the discovery cohort and validation cohort. (**A**–**C**) Three baseline miRNAs used in normalisation of the potential biomarker miRNAs. Droplet count was normalised to the number of particles in EV fraction/µmol creatinine in the urine. (**D**–**J**) Droplet counts of potential biomarker miRNAs normalised to the closest baseline miRNA and total µmol of creatinine. Receiver operating characteristic curves of the three validated miRNAs with (**K**) UC vs. healthy controls and UTI combined and (**L**) UC vs. UTI samples. *p < 0.05, **p < 0.01, ***p < 0.001.

Validation with ddPCR was performed for nine candidate biomarker miRNAs in the EV fraction: miR-92b, miR-93, miR-143, miR-145, miR-150, miR-182, miR-199, miR-221 and miR-222. Of these, miR-199 and miR-143 had low droplet count in ddPCR, meaning no or few individual droplets per sample were detected, therefore, we excluded those miRNAs from further analysis. However, for the other candidate miRNAs the ddPCR data were normalised to the normalisation miRNA with the closest expression level to that of the candidate miRNA and a second normalisation to the total creatinine amount in the sample was then performed (Fig. 3D–J). In the sequencing cohort, the ddPCR results confirmed significant upregulation of the miRNAs of interest (*p* < 0.05).

In the independent validation cohort, three miRNAs (miR-182, miR-221 and miR-222) demonstrated increased expression in the urinary EVs of UC dogs compared to the control groups (UTI and HC combined, Fig. 3G–I).

The biomarker potential of these three candidate miRNAs was evaluated using receiver operating characteristic (ROC) curve analysis. The analysis included two different comparisons: UC dogs versus control (HC and UTI groups combined) (Fig. 3K) and UC dogs versus UTI dogs (Fig. 3L). Normalised miR-222 had the highest area under the curve (AUC) for discriminating UC dogs from all control dogs (AUC = 0.88, 95% CI 0.78–0.98; P < 0.001) and UC dogs from UTI dogs alone (AUC = 0.86, 95% CI 0.72–1.00; P = 0.001) both indicating excellent discrimination. The normalised and indexed expression of miR-182 and miR-222 had acceptable (moderate to good) discrimination (Table 2).

**Table 2:** Results of receiver operating curve analysis evaluating the diagnostic accuracy of the 3 candidate urinary EV-associated miRNAs as a diagnostic biomarker for urothelial carcinoma (UC).

miR candidate	AUC for UC vs. all controls	95% CI for UC vs. all controls	Sig	AUC for UC vs. UTI	95% CI for UC vs. UTI	Sig
miR-222	0.88	0.78–0.98	*p* < 0.001	0.86	0.72–1.00	*p* = 0.001
miR-221	0.79	0.66–0.92	*p* = 0.001	0.68	0.49–0.87	*p* = 0.09
miR-182	0.85	0.73–0.96	*p* < 0.001	0.78	0.62–0.83	*p* = 0.008

Two control groups were used; all controls represented a population of healthy controls and dogs with diagnosed urinary tract infection (UTI), and UTI represented the group of dogs with UTIs only.

### Predicted gene targets of miR-182, miR-221 and miR-222

We used both miRDB^20^ and TargetScan v8.0^21^ for biological target prediction for miR-182 and miR221/222 and the overlapped genes were extracted for further analysis, of which 377 genes were found for miR-182 and 121 were found for miR-221/222. Hypergeometric tests were performed to determine to what extent the two databases agreed with each other and the resulting p-values were both less than 0.001, indicating that the number of overlapping genes is more significant than expected. Pathway enrichment analysis using Enrichr^22^ revealed that the target genes of both miR-182 and miR221/222 are highly associated with a wide range of cancer types (Supplementary Fig. 3B and C), including endometrial cancer, ovarian cancer, pancreatic ductal cancer, breast cancer, prostate cancer, glioblastoma and hepatocellular carcinoma with the underlying molecular processes involving the FoxO and the ErbB pathways (Fig. 4A,B).

**Figure 4:**

Gene set enrichment analysis of the target genes of miR-182 **(A)** and miR-221/222 **(B)**, respectively, using the Enrichr web tool. Enriched results associated with the signaling pathways from the Elsevier Pathway Collection, the KEGG 2021 Human and the BioCarta 2016 databases were shown. *P* values were adjusted using the Benjamini-Hochberg (BH) method. **(C)** A volcano plot that indicates the differentially expressed (DE) genes between the 22 canine urothelial carcinoma tissue (iUC) samples and the 8 normal control samples (Nom) using the published datasets DRA005844 and SRP217874 obtained from GEO. The overlaps between the DE genes and the miR-182 target genes (GL82) were coloured in blue whereas the ones between DE genes and the miR-221/222 target genes (GL221) were coloured in orange. DE genes were determined using the edgeR Bioconductor package in R. **(D)** Violin plots showing the expression of shared overlapped DE genes between GL182 and GL221/222, which are differentially expressed between the Nom and the iUC samples.

Since target prediction alone cannot reveal the exact downstream effect of miRNA changes, we collected differentially expressed gene lists from three recently published studies of dog UC^23–25^ and used them to prepare 5 gene sets to further validate our results. The sizes of these gene sets were 30, 342, 361, 888 and 1182 after unrecognised gene symbols were filtered out. The gene targets of miRNA-182 were significantly enriched with down-regulated genes compared between UC and normal (adj.p < 0.05), suggesting that miR-182 is likely to play an inhibitory role in UC. As a comparison, the gene targets of miR-221/222 consist of both up- and down-regulated genes in UC, reflecting a more mixed (activation/inhibitory) role of miRNA-221/222 (Supplementary Fig. 3D).

We also downloaded two available datasets from NCBI SRA (https://www.ncbi.nlm.nih.gov/sra), including 22 bladder tissue samples from dogs with UC and 8 normal controls (Supplementary Fig. 3E). 3451 upregulated and 3269 downregulated genes in UC compared to normal controls were defined with cutoffs of |logFC|< 1 and False Discovery Rate (FDR) < 0.05. Further overlapping with target genes of miRNA-182 and miRNA-221/222 resulted in 129 differentially expressed (DE) genes for gene list 182 (GL182; 39 up-regulated and 90 down-regulated) and 34 DE genes for gene list 221/222 (GL221/222; 14 up-regulated and 20 down-regulated), respectively (Fig. 4C). However, there are only 2 up-regulated (ARF4 and FOXN2) and 4 down-regulated (RIMS3, PCMTD1, ADAM22 and PIK3R1) genes in UC shared between miRNA-182 and miRNA-221/222 (Fig. 4D). Consistent with the pathway enrichment analysis, PIK3R1, a component in the PI3K signalling pathway that is associated with the regulation of cell growth, proliferation and survival^26^, appeared as an important miRNA target gene involved in canine UC development.

## Discussion

The primary aim of the present study was to identify novel urinary EV-based miRNA biomarkers for canine UC, and we identified three candidate miRNA biomarkers, namely miR-182, miR-221 and miR-222. ROC analysis showed that increased normalised abundance of miR-222 was significantly associated with UC and demonstrated excellent discrimination between dogs with UC vs. dogs with UTI and vs. a combined group of healthy dogs and dogs with UTI. Normalised expression of miR-221 and miR-182 associated with EVs was also associated with good discrimination of UC dogs from the other groups.

Detection of the BRAF mutation has shown promise in diagnosis of UC and prostate cancer in dogs^7^ although sensitivity can be as low as 64%^8^, and it is possible that miRNA biomarkers, especially from EVs, could represent complementary detection methods for UC. Future studies comparing the sensitivity and specificity of our individual or combined candidate EV-associated miRNA biomarkers and the detection of BRAF mutations for the diagnosis of canine UC would be of interest.

miR-182, miR-221 and miR-222 are expressed in several tissue types and are not specific to bladder tissue^27^, however previous studies have found a strong correlation between miR-221/222 and cancer^28^ and combination treatment including antagomiRs targeting miR-221-3p and miR-222-3p (along with palladium allyl complex 4d) induced apoptosis of colon cancer and glioblastoma cancer cells^29^, further supporting their potential role in the survival of cancer cells. Another recent study showed that miR-221/222 targeted ANXA protein, regulated cell cycle progression and affected chemosensitivity in breast cancer^30^, which also indicates their importance in tumour pathophysiology. miR-182 is also upregulated in prostate cancer tissues and cells, and lncRNA LINC01018 (which targets miR-182) was shown to regulate its expression^31^. These studies support the biological relevance of increased expression of miR-182, miR-221 and miR-222 within urinary EVs and we hypothesise that the altered abundance of these miRNAs within canine urinary EVs of dogs with UC reflects increased expression of these miRNAs within canine UC cells themselves.

Our target prediction and pathway enrichment analysis revealed that the targets of our candidate miRNA biomarkers are highly associated with cancer tissues, and that the gene targets of our candidate miRNAs are significantly enriched within canine UC gene datasets. Pathway enrichment analysis implicated the FoxO and the ErbB pathways, which regulate cell proliferation, migration, differentiation, apoptosis and cell motility by mediating the PI3K-Akt pathway, the MAPK pathway and the mTOR pathway^32–34^, in canine UC. These data support reports that ErbB/MAPK signalling and the AKT-mTOR-S6K cascade could be therapeutic targets in canine UC^23,35^.

From the key genes overlapping with these cancer-associated pathways, two are shared between miR-182 and miR221/222: *PIK3R1* and *PPP3R1*. Both are well-known oncogenes^36,37^, and according to our prediction results, they could also play an important role in canine UC biology. The findings of our target prediction and pathway enrichment analyses further supports the biological relevance of increased miR-182, miR-221 and miR-222 abundance in urine EVs of canine UC patients and suggests that increased expression of these biomarkers is also apparent within canine UC tissues. Interestingly, the DA-miRNA biomarkers we identified have not been reported in previous studies of the miRNAome of canine UC tissues^9,10^, although similar findings discrepancies have been reported in humans^38^. Our findings are strengthened by the inclusion of a second validation cohort of dogs, which led to the exclusion of several candidate biomarker miRNAs. We hypothesise that the altered abundance of EV-associated miRNAs observed are reflective of changes in the UC cells themselves rather than elsewhere in the urinary tract and further investigation of the expression levels of these candidate miRNAs in canine UC tissues would be of interest.

Unfortunately, two of the miRNAs selected for the ddPCR validation, miR-143 and miR-199, did not produce reliable data due to sensitivity issues with the ddPCR assays available, therefore we were not able to validate their expression by ddPCR or evaluate their potential as a biomarker. We suggest that they are not discounted but require further technical developments, given that both have previously been linked to bladder cancer in humans^39–42^.

One previous study identified reduced abundance of miR-16 and miR-103b in the urine of dogs with UC^11^, however neither of these miRs were identified having reduced abundance in the EV or protein fractions of our UC cohort, which may reflect differences in the sample type evaluated between the two studies (individual EV/protein fractions vs. total urine). Furthermore, in our discovery cohort several miRs were identified as possible biomarkers for UC but most were not differentially abundant in the second independent validation cohort, and so it is possible that miR-16 and miR-103b might not be differentially expressed in other cohorts of dogs with UC.

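miR-16, a repressor of cell cycle genes that is abundant in red blood cells, was 28245 ± 11537 CPM in EV fractions of UC dogs (SD, n = 12) and 22218 ± 7819 CPM in those of control dogs (SD, n = 11). Its log2 fold change was 0.35 (standard error 0.25, adjusted p = 0.400 from edgeR's quasi-likelihood test), and against HC dogs alone it was 0.50 (adjusted p = 0.285). In protein fractions it was 71411 ± 65004 CPM in UC dogs (SD, n = 12) and 84990 ± 122509 CPM in control dogs (SD, n = 10), a log2 fold change of -0.25 (standard error 0.49, adjusted p = 0.866). The sign in protein fractions rested on UTI dog 11, with 423867 CPM, and was 0.62 without it and 0.18 under limma voom. As a share of the miRNA counts miR-16 was lower in EV than in protein fractions of the same dogs (log2 fold change -0.76, standard error 0.23, adjusted p = 0.00631; -1.02 relative to the median of all miRNAs). The aligned share itself was 12.1 times higher in EV fractions, so less miR-16 in EV fractions is not shown. miR-103b has no entry in the count table, so no value can be given. For the related miR-103 the log2 fold change was 0.08 in EV (adjusted p = 0.865) and -0.88 in protein fractions (adjusted p = 0.337).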

Currently there is no gold standard method to normalise biomarker or miRNA data from urine or urine EVs^16^, although there is ongoing effort to map out the effects of background variables and normalisation for urine EV studies^43^. Here, we chose to normalise the miRNA abundance determined by ddPCR to three normalisation miRNAs to account for differences in RNA isolation efficiency between samples and we further normalised for urine total creatinine content to adjust for differences in urine concentration and volume between samples. Since the volume and concentration of urine was not standardised among patients, we believe our normalisation strategy should allow for meaningful comparison between the groups whilst also accounting for differences in RNA isolation efficiency.

Since the number of dogs included was small it should be considered a pilot study, and further investigations of the clinical sensitivity and specificity of these miRNA biomarkers in larger cohorts of dogs with UC and UTIs are warranted. In addition, all of the UC dogs we studied presented with clinical signs and had gross evidence of disease on ultrasound, so it would be interesting to investigate if these miRNAs are also useful biomarkers for detecting early stage/microscopic UC, and hence might be useful as a screening test for UC in predisposed breeds (for example West Highland White Terriers).

In conclusion, we identified novel urinary EV-based miRNA biomarkers for canine UC which demonstrated excellent discrimination between dogs with UC vs. either dogs with UTI or a combined group of healthy dogs and dogs with UTI. Further investigation of the clinical sensitivity and specificity of these miRNA biomarkers and the role of these DE miRNAs in the biology of canine UC is warranted.

## Methods

All methods were performed in accordance with the relevant guidelines and regulations. The Ethics and Welfare Committee of the Department of Veterinary Medicine approved the study protocol (CR264).

### Patient recruitment

Dogs with confirmed UC (UC group; based on compatible clinical history, abdominal ultrasound and bladder suction cytology findings) were recruited to the study. In addition, two control groups were included; one was dogs with confirmed urinary tract infections (UTI group) and no clinical suspicion of UC and the second were healthy dogs (owned by staff at our institution) without any clinical history of urinary tract disease and which were not on any medications other than routine parasiticides (HC group). Samples were collected by catheterisation or free catch for the UC group, by cystocentesis for the UTI group and by free catch for the HC group.

Dogs were recruited into two cohorts; the first ‘discovery’ cohort was recruited between July 2017 and November 2019, whilst the second ‘validation’ cohort was recruited between February 2020 and May 2021.

Urine samples were collected and processed within 4 h. Urine was centrifuged at 2000×*g* for 10 min (to pellet cellular components) and the cell-free supernatant harvested prior to freezing at − 80 °C until batch analysis.

### EV isolation and analysis

Frozen urine aliquots were thawed, and a protease inhibitor (Pierce Protease Inhibitor, Thermo Fisher) was added. Extracellular vesicles were isolated from the urine samples by combined ultrafiltration and size-exclusion chromatography (UF-SEC) method, as per our previously published protocol^17^. In brief, urine was centrifuged at 4000×*g*, for 20 min at 4 °C, and the supernatant was filtered using 0.22 µm syringe PES filters (Millex GP, #SLGP033RS). The filtered urine (1–3.6 mL) was concentrated to < 130 µL using Amicon Ultra centrifugal ultrafiltration columns (100 kDa cut off, #UFC810024, Millipore, Burlington, MA, USA). The final volume of concentrated urine was adjusted to 130 µL with PBS and inserted into the size-exclusion chromatography column (qEV single 70 nm, Izon Science Ltd, Burnside, New Zealand) that had been prewashed with 5 mLs of PBS. The SEC fraction volumes were further optimised for dog urine samples which resulted in collection of five fractions: void fraction (Fraction A, 1 mL), EV enriched fraction (Fraction B, 600 µL), second void fraction (Fraction C, 1.1 mL), protein fraction (Fraction D, 1.4 mL) and third void fraction (Fraction E, 500 µL) (Supplementary Fig. 1, Fig. 1A). RNA was isolated from 500 µL of Fraction B and Fraction D; each fraction was combined with 2.5 mL Qiazol lysis reagent (#79306, Qiagen, Venlo, The Netherlands), incubated at room temperature for 5 min and stored at − 70 °C. Remaining SEC fractions were stored at − 70 °C for further EV characterisation.

EV characterisation was performed on Fractions B and D from individual HC dogs. Firstly, transmission electron microscopy (TEM) was performed as previously described^17^ and nanoparticle tracking analysis (NTA) using NanoSight NS300 (Malvern, Worcestershire, UK) as previously described^17^ was also performed on Fraction B of all samples to establish EV concentrations. Particle concentrations (assumed to be EVs) were normalized to urine creatinine concentrations (determined using the pyrogallol red method) as an estimate of 24-h urine EV excretion rate, since measurement of urine protein:urine creatinine concentrations on spot urine samples are highly correlated with 24-h protein excretion in dogs^44^.

### RNA isolation and sequencing library preparation

RNA was isolated from 500 µL of Fractions B and D of the sequencing cohort, and fraction B of the validation cohort samples. Qiazol-sample mixes were defrosted on ice, combined with 0.2 volume of chloroform, and left for 5 min at room temperature. Solutions were centrifuged (12,000×*g*, 15 min, 5 °C), the aqueous phase was collected and combined with 2.5 volumes of 96% ethanol. The sample mix was added to miRNeasy Mini Kit columns (Qiagen, Hilden, Germany, #217004) and washed according to the manufacturer’s instructions. Finally, the total RNA was eluted in 30 μL of nuclease free water. The small RNA profile of isolated RNAs was measured from 1 μL of sample using the Agilent Bioanalyzer Small RNA kit (#5067-1548, Agilent Technologies, Santa Clara, CA, USA). The concentration of 10–40 nucleotide (nt) and 40–80 nt small RNA were calculated using the 2100 Expert software with custom ranges.

Sequencing libraries were prepared from Fractions B and D of the sequencing cohort using QiaSeq miRNA library kit (#331505, Qiagen) combined with QIAseq miRNA 48 Index IL kit (#331595, Qiagen) according to the suggested manufacturer protocol. 99–9600 pg of miRNA sized RNA was used as starting material. Eleven samples were processed and analysed as replicate samples. As an additional step, instead of discarding the magnetic beads after the indexing step as instructed, the beads were collected and washed. As a result, two sequencing libraries from each sample with the same index were obtained: “miRNA library” with the original protocol and “longRNA library”, which included the DNA from the discarded beads. The library preparation failed for one healthy control fraction d sample, and it was excluded from the sequencing run. The samples from each library were combined separately and run in a NovaSeq SP100 flowcell in separate lan.

### Bioinformatics analyses

Bioinformatic analyses were performed with R version 4.2.1. The raw reads including the middle linker sequence were filtered from fastq files using the command line, and the number of unique UMIs for sequences longer than 15 nt in each sample were calculated using a self-written R-script. The results from the two obtained libraries were compared with PCA and correlation analyses (Supplementary Fig. 2) and as a result, the count numbers of both libraries (“mirna” and “long”) were combined for individual samples.

For the analysis of mature miRNAs, the data was further filtered to contain only 16–24 nt read sequences matching mature miRNAs. The alignment of the reads and DE analysis were performed using scripts from DEUS 1.0 pipeline^45^. At first, remaining 16–24 nt long sequences were aligned to mature canine miRNAs from miRbase release 22.1^19^ using blast-based alignment allowing one mismatch and the count numbers for sequences aligned to the same miRNA were combined. Not-aligned sequences were discarded. Differential expression analysis was performed separately for EV and protein fractions, combining HC and UTI groups as a control group, and comparing with the UC samples. During the analysis based on DEseq2 (Version 1.36.0)^46^, replicate samples (libraries prepared from the same RNA) were collapsed together.

### ddPCR validation

Based on the sequencing data, 9 differentially abundant (DA)-miRNAs and 3 stable controls were validated using ddPCR performed using TaqMan miRNA assays described in Supplementary Table 2. Three microliters of 1:3 diluted RNA were converted to cDNA using TaqMan™ MicroRNA Reverse Transcription Kit (#4366596, Thermo Fisher Scientific) according to the manufacturers’ instructions. 1.5 µL of the cDNA were combined with 11 µL of 2X ddPCR Supermix for Probes (#1863024, BIO-RAD), 8.4 µL of nuclease free water and 1.1 µL of assay primer (Supplementary Table 4). Droplets were generated and analysed using the QX200 Droplet Digital PCR System (BIO-RAD).

### Target prediction

The biological targets of candidate miRNAs (miR-182 and miR-221/222) were predicted using two databases, miRDB v6.0^20^ and TargetScan v8.0^21^, since they have predictions specifically for dogs. For miRDB, genes with target scores lower than 60 were filtered out as the default setting, while all of the results from TargetScan were kept. Overlapped genes from the two databases were kept for further analysis, of which 377 genes were found for miR-182 and 121 were found for miR-221/222. A web-based tool Enrichr^22^ was used to analyze these two gene sets for the enrichment of common annotated biological features. Due to limited pathway information specific to dogs, we used general databases for mammals/humans instead, including the Elsevier Pathway Collection, the KEGG 2021 Human^47^ and the BioCarta 2016 in Enrichr.

To confirm if these miRNAs are involved in the regulation of UC progression, we collected DE gene lists from three recently published articles comparing canine UC and healthy controls^23,24,48^ and performed hypergeometric tests to assess the enrichment of these gene lists using the phyper function (Package stats version 4.3.1) in R with the parameter for total target genes (n) given as the mean of the number (18,092.5) of unique target genes in miRDB (16,710) and TargetScan v8.0 (19,475). The final p values were adjusted using the Benjamini-Hochberg (BH) method.

Furthermore, we downloaded the available invasive UC bulk RNA-Seq datasets from NCBI SRA with accession numbers DRA005844^24^ and SRP217874^49^. Differential expression analysis was performed using the edgeR package in R (version 3.42.4). Batch effects between studies were considered in the linear model. Differentially expressed genes were defined as |logFC|> 1 and FDR < 0.05 (adjusted by the Benjamini–Hochberg method). PCA was calculated using the prcomp function in R. Plots were produced using the ggplot2 package (version 3.4.2) in R.

### Statistical analysis

Numerical data were compared between groups using the Mann Whitney U test. For comparison of ddPCR data between groups, the abundance of each candidate miRNA was normalised to the abundance of a selected normalisation miRNA that had a similar expression level to the candidate miRNA. This normalised candidate miRNA abundance was then subsequently normalized to the sample creatinine content, to correct for variation in sample volume used and sample concentration between individuals.

The accuracy of each normalised candidate miRNA (indexed to urinary creatinine content) for distinguishing dogs with UC from dogs with UTI (combining data from ‘sequencing’ and ‘validation’ cohorts) was evaluated using receiver operator curve analysis.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

## Data Availability

All small RNA sequencing raw data were saved to the NCBI Gene Expression Omnibus (GEO; series accession number GSE256461). To review GEO accession GSE256461: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE256461 Enter token mxcpueymftmbfql into the box.

## References

[1] Withrow, S. J., & Vail, D. M. *Withrow & MacEwen's Small Animal Clinical Oncology*. 4th ed. Stephen J. Withrow and David M. Vail. ed. Saunders Elsevier (2007).

[2] Heilmann, R. M. *et al.* Diagnostic performance of the urinary canine calgranulins in dogs with lower urinary or urogenital tract carcinoma. *BMC Vet. Res.***13**(1), 112 (2017).28431528 10.1186/s12917-017-1032-5PMC5401473

[3] Bracha, S. *et al.* A multiplex biomarker approach for the diagnosis of transitional cell carcinoma from canine urine. *Anal. Biochem.***455**, 41–47 (2014).24704347 10.1016/j.ab.2014.03.017PMC4874471

[4] Tsamouri, M. M. *et al.* Untargeted metabolomics identify a panel of urinary biomarkers for the diagnosis of urothelial carcinoma of the bladder, as compared to urolithiasis with or without urinary tract infection in dogs. *Metabolites***12**(3), 200 (2022).35323643 10.3390/metabo12030200PMC8951005

[5] Zhang, J. *et al.* NMR-based metabolomics study of canine bladder cancer. *Biochim. Biophys. Acta***1822**(11), 1807–1814 (2012).22967815 10.1016/j.bbadis.2012.08.001

[6] Mochizuki, H., Shapiro, S. G. & Breen, M. Detection of copy number imbalance in canine urothelial carcinoma with droplet digital polymerase chain reaction. *Vet. Pathol.***53**(4), 764–772 (2016).26574558 10.1177/0300985815614975

[7] Mochizuki, H., Shapiro, S. G. & Breen, M. Detection of BRAF mutation in urine DNA as a molecular diagnostic for canine urothelial and prostatic carcinoma. *PLoS ONE***10**(12), e0144170 (2015).26649430 10.1371/journal.pone.0144170PMC4674145

[8] Gedon, J. *et al.* BRAF mutation status and its prognostic significance in 79 canine urothelial carcinomas: A retrospective study (2006–2019). *Vet. Comp. Oncol.***20**(2), 449–457 (2022).34878687 10.1111/vco.12790

[9] Vinall, R. L., Kent, M. S. & de Vere White, R. W. Expression of microRNAs in urinary bladder samples obtained from dogs with grossly normal bladders, inflammatory bladder disease, or transitional cell carcinoma. *Am. J. Vet. Res.***73**(10), 1626–1633 (2012).23013190 10.2460/ajvr.73.10.1626

[10] Varvil, M. S. *et al.* The miRNome of canine invasive urothelial carcinoma. *Front. Vet. Sci.***9**, 945638 (2022).36072391 10.3389/fvets.2022.945638PMC9443663

[11] Kent, M. S. *et al.* MicroRNA profiling of dogs with transitional cell carcinoma of the bladder using blood and urine samples. *BMC Vet. Res.***13**(1), 339 (2017).29141625 10.1186/s12917-017-1259-1PMC5688639

[12] van Balkom, B. W. *et al.* Exosomes and the kidney: Prospects for diagnosis and therapy of renal diseases. *Kidney Int.***80**(11), 1138–1145 (2011).21881557 10.1038/ki.2011.292PMC3412193

[13] Armstrong, D. & Wildman, D. E. Extracellular vesicles and the promise of continuous liquid biopsies. *J. Pathol. Transl. Med.***52**(1), 1–8 (2018).29370511 10.4132/jptm.2017.05.21PMC5784223

[14] Rayamajhi, S. *et al.* Extracellular vesicles as liquid biopsy biomarkers across the cancer journey: From early detection to recurrence. *Clin. Chem.***70**(1), 206–219 (2024).38175602 10.1093/clinchem/hvad176PMC12374260

[15] Mao, Y. *et al.* Role of microRNA carried by small extracellular vesicles in urological tumors. *Front. Cell Dev. Biol.***11**, 1192937 (2023).37333986 10.3389/fcell.2023.1192937PMC10272383

[16] Erdbrügger, U. *et al.* Urinary extracellular vesicles: A position paper by the Urine Task Force of the International Society for Extracellular Vesicles. *J. Extracell Vesicles***10**(7), e12093 (2021).34035881 10.1002/jev2.12093PMC8138533

[17] Karttunen, J. *et al.* Size-exclusion chromatography separation reveals that vesicular and non-vesicular small RNA profiles differ in cell free urine. *Int. J. Mol. Sci.***22**(9), 4881 (2021).34063036 10.3390/ijms22094881PMC8124894

[18] Shin, J. H. *et al.* Changes in urinary exosomal nuclear matrix protein-22 in dogs with urothelial carcinoma: A pilot study. *In Vivo***38**(1), 190–195 (2024).38148062 10.21873/invivo.13425PMC10756486

[19] Kozomara, A., Birgaoanu, M. & Griffiths-Jones, S. miRBase: From microRNA sequences to function. *Nucleic Acids Res.***47**(D1), D155–D162 (2019).30423142 10.1093/nar/gky1141PMC6323917

[20] Chen, Y. & Wang, X. miRDB: An online database for prediction of functional microRNA targets. *Nucleic Acids Res.***48**(D1), D127–D131 (2020).31504780 10.1093/nar/gkz757PMC6943051

[21] Agarwal, V. *et al.* Predicting effective microRNA target sites in mammalian mRNAs. *Elife***4**, e05005 (2015).26267216 10.7554/eLife.05005PMC4532895

[22] Chen, E. Y. *et al.* Enrichr: Interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinform.***14**, 128 (2013).10.1186/1471-2105-14-128PMC363706423586463

[23] Cronise, K. E. *et al.* Characterizing the molecular and immune landscape of canine bladder cancer. *Vet. Comp. Oncol.***20**(1), 69–81 (2022).34021685 10.1111/vco.12740PMC8606617

[24] Maeda, S. *et al.* Comprehensive gene expression analysis of canine invasive urothelial bladder carcinoma by RNA-Seq. *BMC Cancer***18**(1), 472 (2018).29699519 10.1186/s12885-018-4409-3PMC5921755

[25] Elbadawy, M. *et al.* Establishment of an experimental model of normal dog bladder organoid using a three-dimensional culture method. *Biomed. Pharmacother.***151**, 113105 (2022).35605292 10.1016/j.biopha.2022.113105

[26] Cantley, L. C. The phosphoinositide 3-kinase pathway. *Science***296**(5573), 1655–1657 (2002).12040186 10.1126/science.296.5573.1655

[27] Keller, A. *et al.* miRNATissueAtlas2: An update to the human miRNA tissue atlas. *Nucleic Acids Res.***50**(D1), D211–D221 (2022).34570238 10.1093/nar/gkab808PMC8728130

[28] Di Martino, M. T. *et al.* miR-221/222 as biomarkers and targets for therapeutic intervention on cancer and other diseases: A systematic review. *Mol. Ther. Nucleic Acids***27**, 1191–1224 (2022).35282417 10.1016/j.omtn.2022.02.005PMC8891816

[29] Tupini, C. *et al.* Combined treatment of cancer cells using allyl palladium complexes bearing purine-based NHC ligands and molecules targeting MicroRNAs miR-221–3p and miR-222–3p: synergistic effects on apoptosis. *Pharmaceutics***15**(5), 1332 (2023).37242574 10.3390/pharmaceutics15051332PMC10222778

[30] Kim, J. Y. *et al.* MiR-221 and miR-222 regulate cell cycle progression and affect chemosensitivity in breast cancer by targeting ANXA3. *Exp. Ther. Med.***25**(3), 127 (2023).36845963 10.3892/etm.2023.11826PMC9947582

[31] Luo, W., *et al*. Prognostic value of lncRNA LINC01018 in prostate cancer by regulating miR-182–5p (The role of LINC01018 in prostate cancer). *Nucleosides Nucleotides Nucleic Acids* 1–13. 10.1080/15257770.2023.2298408 (2023).10.1080/15257770.2023.229840838147366

[32] Farhan, M. *et al.* FOXO signaling pathways as therapeutic targets in cancer. *Int. J. Biol. Sci.***13**(7), 815–827 (2017).28808415 10.7150/ijbs.20052PMC5555100

[33] Hynes, N. E. & MacDonald, G. ErbB receptors and signaling pathways in cancer. *Curr. Opin. Cell Biol.***21**(2), 177–184 (2009).19208461 10.1016/j.ceb.2008.12.010

[34] Shaw, R. J. & Cantley, L. C. Ras, PI(3)K and mTOR signalling controls tumour cell growth. *Nature***441**(7092), 424–430 (2006).16724053 10.1038/nature04869

[35] Riedl, A. *et al.* Comparison of cancer cells in 2D vs 3D culture reveals differences in AKT-mTOR-S6K signaling and drug responses. *J. Cell Sci.***130**(1), 203–218 (2017).27663511 10.1242/jcs.188102

[36] Liu, Y. *et al.* Pan-cancer analysis on the role of PIK3R1 and PIK3R2 in human tumors. *Sci. Rep.***12**(1), 5924 (2022).35395865 10.1038/s41598-022-09889-0PMC8993854

[37] Sun, Z. *et al.* Immune-related gene expression signatures in colorectal cancer. *Oncol. Lett.***22**(1), 543 (2021).34079596 10.3892/ol.2021.12804PMC8157333

[38] Fendler, A. *et al.* The translational potential of microRNAs as biofluid markers of urological tumours. *Nat. Rev. Urol.***13**(12), 734–752 (2016).27804986 10.1038/nrurol.2016.193

[39] Ye, Q. *et al.* Diagnostic performance of urine and blood microRNAs for bladder cancer: A meta-analysis. *Expert Rev. Anticancer Ther.***22**(12), 1357–1369 (2022).36374119 10.1080/14737140.2022.2147511

[40] Asghariazar, V. *et al.* Restoration of miR-143 reduces migration and proliferation of bladder cancer cells by regulating signaling pathways involved in EMT. *Mol. Cell Probes***61**, 101794 (2022).35121085 10.1016/j.mcp.2022.101794

[41] Sakaguchi, T. *et al.* Regulation of ITGA3 by the dual-stranded microRNA-199 family as a potential prognostic marker in bladder cancer. *Br. J. Cancer***116**(8), 1077–1087 (2017).28324890 10.1038/bjc.2017.43PMC5396103

[42] Li, X. *et al.* Bladder cancer diagnosis with a four-miRNA panel in serum. *Future Oncol.***18**(29), 3311–3322 (2022).36047424 10.2217/fon-2022-0448

[43] Barreiro, K. *et al.* Capturing the kidney transcriptome by urinary extracellular vesicles-from pre-analytical obstacles to biomarker research. *Genes***14**(7), 1415 (2023).37510317 10.3390/genes14071415PMC10379145

[44] Grauer, G. F., Thomas, C. B. & Eicker, S. W. Estimation of quantitative proteinuria in the dog, using the urine protein-to-creatinine ratio from a random, voided sample. *Am. J. Vet. Res.***46**(10), 2116–2119 (1985).4062015

[45] Jeske, T. *et al.* DEUS: An R package for accurate small RNA profiling based on differential expression of unique sequences. *Bioinformatics***35**(22), 4834–4836 (2019).31228198 10.1093/bioinformatics/btz495PMC6853685

[46] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**(12), 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[47] Kanehisa, M. & Goto, S. KEGG: Kyoto encyclopedia of genes and genomes. *Nucleic Acids Res.***28**(1), 27–30 (2000).10592173 10.1093/nar/28.1.27PMC102409

[48] Elbadawy, M. *et al.* Establishment of a novel experimental model for muscle-invasive bladder cancer using a dog bladder cancer organoid culture. *Cancer Sci.***110**(9), 2806–2821 (2019).31254429 10.1111/cas.14118PMC6726682

[49] Parker, H. G. *et al.* RNAseq expression patterns of canine invasive urothelial carcinoma reveal two distinct tumor clusters and shared regions of dysregulation with human bladder tumors. *BMC Cancer***20**(1), 251 (2020).32209086 10.1186/s12885-020-06737-0PMC7092566

# Supplementary material for: miR-182, miR-221 and miR-222 are potential urinary extracellular vesicle biomarkers for canine urothelial carcinoma
**Source:** Sci Rep. 2024 Aug 2;14:17967. doi: 10.1038/s41598-024-69070-7
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary Figure 1: Optimization of size exclusion chromatography (SEC) fractions.** (A) SEC for dog urine samples was optimised by performing two test sets: the first included 200µL void volume following ten 400µL fractions and the second comprised 600µL void volume and nine 200µL fractions. (B) The optimised SEC fractions used in this study were fractions D-F. (C) Particle concentration of each fraction was measured with nanoparticle tracking analysis (NTA, NanoSight NS300, Malvern, Worcestershire, UK) and size distribution of the particles in the fraction containing the highest number of EVs is shown in the inset. (D) Protein concentration of each fraction measured with BCA assay. (E) Western blot against EV-specific protein TSG-101 (antibody: Abcam ab83) was performed to confirm the presence of vesicles. Western blot was performed as previously described [17].

**Supplementary Figure 2: comparison of two sequencing libraries**

Our previous findings from urine EV profiles [17] have shown that EVs include mainly longer ~60 nt RNA molecules and we wanted to test whether it was possible to also collect longer than miRNA-sized RNAs during library preparation. In the library preparation process, size separation is achieved using two magnetic bead separations after the indexes are added: in the first step longer DNAs are bound to the beads and the miRNA-sized library remains in the supernatant. In the second step, the miRNA-sized library is bound to the beads and shorter interfering DNAs remain in the supernatant. Here, we collected and purified the DNA that was meant to be discarded during the first bead purification and hence created two different libraries with the same indexes: “miRNA library” for the correct protocol and “long library” which included the DNA from the first bead purification step. **(A-B)** DNA concentration measured from individual libraries with Qubit X assay. In individual sample levels, the “long library” had higher DNA concentration compared to the “miRNA library”, as expected, however the concentration of DNA obtained using each method did not vary between the sample groups. **(C)** Agilent bioanalyzer High DNA kit measurement from pooled libraries. Both pooled libraries have two peaks in the profile, with the miRNA library sized peak identified at around 180 bp, and the second peak being the main peak in “long library”. The “long library” also had a small shoulder towards the longer lengths and two smaller peaks in the 300 bp area. **(D)** Barplots of the read length distribution after adapter sequences were trimmed out from three individual representative samples. There were different size profiles across the samples, but for individual samples the profile of the “miRNA library” and “long library” were always very similar. **(E)** To further compare the small RNA profiles, a clustering analysis was performed for the normalised trimmed reads. Data are presented for healthy control samples. With minimal outliers, the two libraries from the same sample (marked MIHT*XX* and MIHT*XX*.1) clustered together and had similar small RNA profiles. Based on these comparisons, the reads from the two libraries for individual samples were combined for the actual analysis.

**Supplementary Figure 3.** Gene set enrichment analysis of the target genes of miR-182 **(A)** and miR-221/222 **(B),** respectively, using the Enrichr web tool. Enriched results associated with various types of cancers from the Elsevier Pathway Collection, the KEGG 2021 Human and the BioCarta 2016 databases were shown. P values were adjusted using the Benjamini-Hochberg (BH) method. **(C)** A Venn diagram showing the overlap of the target genes in the enriched cancer-associated pathways of miR-182 and miR-221/222. **(D)** Gene set enrichment analysis was done using the published up- and down-regulated genes between canine UC (iUC) and normal tissues (Nom). The enrichment was assessed using hypergeometric tests and the p values were further corrected using the BH method. **(E)** A PCA plot of the 22 iUC and the 8 Nom samples using the published datasets DRA005844 and SRP217874 obtained from GEO.

**Supplementary Table 4**: TaqMan primer assays used in the ddPCR validation.

| TaqMan Assay | Target sequence | group |
| --- | --- | --- |
| hsa-miR-26a (#000405) | UUCAAGUAAUCCAGGAUAGGCU | Baseline control |
| hsa-miR-194 (#000493) | UGUAACAGCAACUCCAUGUGGA | Baseline control |
| hsa-let-7a (#000377) | UGAGGUAGUAGGUUGUAUAGUU | Baseline control |
| hsa-miR-150-5p (#00473) | UCUCCCAACCCUUGUACCAGUG | Potential biomarker |
| cfa-miR-199 (#004405_mat) | ACAGUAGUCUGCACAUUGGUU | Potential biomarker |
| hsa-miR-145 (#002278) | GUCCAGUUUUCCCAGGAAUCCCU | Potential biomarker |
| mmu-miR-93 (#001090) | CAAAGUGCUGUUCGUGCAGGUAG | Potential biomarker |
| hsa-miR-143 (#002249) | UGAGAUGAAGCACUGUAGCUC | Potential biomarker |
| hsa-miR-92b (#007028_mat) | UAUUGCACUCGUCCCGGCCUC | Potential biomarker |
| hsa-miR-222 (#002276) | AGCUACAUCUGGCUACUGGGU | Potential biomarker |
| hsa-miR-221 (#001134) | AGCUACAUUGUCUGCUGGGUUU | Potential biomarker |
| hsa-miR-182 (#002334) | UUUGGCAAUGGUAGAACUCACACU | Potential biomarker |

How the deposited data were processed for this re-analysis (not part of the article)

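Small RNA was sequenced from EV and protein SEC-fractions of urine from 12 dogs with UC, 5 with UTI and 6 HC dogs. The authors deposited a table of unnormalised counts of unique molecular identifiers for 159 mature canine miRNAs in 56 libraries. According to the paper, the sequences of the miRNA and the long RNA libraries of a sample had been added and filtered to 16 to 24 nt, and were then aligned to miRBase 22.1 with scripts of the DEUS 1.0 pipeline and 1 mismatch allowed. The paper compared groups with DESeq2 1.36.0 in R 4.2.1. The reads themselves were not analysed here, nor were the ddPCR, ROC and target prediction experiments. All 56 columns were assigned to a dog, a fraction and a group, and the total of each column equalled the number of aligned sequences in Supplementary Table 1. All 159 names were found in the RefSeq annotation of UU_Cfam_GSD_1.0, which was used for names and neighbouring genes only.

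Libraries held 5303 to 141539 counts (median 25653) in EV and 967 to 30847 (median 2581) in protein fractions. With 11 RNAs sequenced as 2 libraries, log2 CPM of the pairs correlated across miRNAs with a Pearson coefficient of 0.860 to 0.968 (median 0.942), above the mean coefficient with other dogs in all 11, where miRNAs are not independent replicates. Counts of a pair differed by more than sampling noise in 10 of 11 RNAs (chi-square per degree of freedom 1.66 to 41.3). The pairs were summed and counted as 1 replicate. Dogs were the replicates in all comparisons and the block where fractions were compared, with 22 dogs that had both fractions.

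Tests used R 4.3.3 with edgeR 4.0.16 (TMM factors, quasi-likelihood test, at least 10 summed counts, Benjamini-Hochberg adjusted p under 0.05), limma 3.58.1 (camera with a preset correlation of 0.01, with an estimated correlation beside it, fry and voom) and DESeq2 1.42.0. UC was compared with control dogs in each fraction, and within EV fractions a fit of 3 groups compared UC with HC, UC with UTI and UTI with HC. Permutation tests were two-sided with 100000 permutations. Principal components were computed from centred and scaled log2 CPM with a prior count of 2. Intervals and limits for counts of 0 (3 counts of the total) cover counting error only.

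The lists of miRNAs, the tests and the alternatives, apart from those named as chosen later in the closing section, were fixed before the data were examined. The lists were smooth muscle and fibroblast, leukocyte, erythrocyte, epithelial and urothelial, kidney tubule, liver, neuron and endocrine, miR-17 and its paralogous clusters, the miR-183 cluster, the miR-221 and miR-222 cluster, the let-7 family, the HOX gene clusters, the miR-15, miR-16 and miR-103 families, the miR-23, miR-24 and miR-27 clusters, the miR-99, miR-100 and miR-125 clusters, the miR-34 family and the paper's own EV list, protein list and normalisers. Named miRNAs were all those the paper names in these lists and in its comparison with earlier urine work, whose values in the paper's tables had been seen. To these were added the 10 miRNAs with the smallest adjusted p in each of the main comparisons and the 5 with the smallest in the others, among those past 0.05, and the 2 members of each list with the highest mean CPM. List members that did not pass outside the comparison of UC with control dogs in EV fractions are given as counts.

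The alternatives replaced TMM by RLE size factors, by total counts, by TMMwsp and by the paper's normalisers, and the filter by none or by edgeR's filterByExpr. The test was replaced by DESeq2 and by limma voom with quality weights. The total count, the share of a dog's counts from index numbers above 48 and the level of blood cell miRNAs were added as covariates. That level was the mean log2 CPM of miR-142, miR-223 and miR-451. Further fits used library 1 of each RNA, left out each dog in turn, left out dogs below 10000 counts in EV or 2000 in protein fractions, used a fit of 3 groups, or compared fractions without the dog as a block.

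The procedure was tested on counts simulated with the fitted dispersions and no difference between the groups, except for 30 miRNAs with at least 200 counts that had been changed 2-fold or 4-fold. At the depth and spread of the EV fractions 46% of 2-fold and 96.7% of 4-fold changes were found and 8.15% of calls were miRNAs that had not been changed, 16 of 19 of them with under 200 counts. At those of the protein fractions 10% and 67.3% were found, and 9.38% of calls had not been changed, 9 of 12 with under 200 counts. With the real protein counts, however, 48 of 100 splits of the dogs called at least 1 miRNA, and the highest called 13. The simulated share of 9.38% is therefore not shown to hold for the real protein counts, and wrong calls may be more frequent there. In the counts simulated between fractions, TMM moved unchanged miRNAs by a median log2 value of 0.34 with 20.1% of calls unchanged. RLE size factors moved them by 0.05 with 8.33%, total counts by -0.04 with 11.8% and TMMwsp by 0.37 with 24.1%.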

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

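The comparison of blood cell miRNAs between UC and UTI dogs was chosen after the result was seen.

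Of 156 miRNAs in EV fractions 18 differed between UC and control dogs. Chance can be excluded for this number, since 1 of 100 splits of the dogs, the real one, called as many and the highest other called 5. The splits do not show which of the 18 calls are free of it, least of all those with few counts. With the total count as a covariate 88.9% of the calls stayed (16 of 18, median absolute log2 fold change 2.33 before and 2.30 after), which argues against depth as the whole cause. With the share of counts from index numbers above 48 as a covariate 72.2% stayed (13 of 18, 2.33 and 2.20), and for miR-183 (1.33, standard error 0.44, and 1.22, standard error 0.46), miR-196b (-1.03, 0.34, and -1.07, 0.35), miR-335 (-1.54, 0.47, and -1.38, 0.48), miR-127 (3.66, 1.11, and 2.92, 1.05) and miR-2483 (-3.10, 0.88, and -2.56, 0.90) the call ended as standard errors stayed near or above their size while most effects shrank slightly. The log2 fold changes of these 5 moved by less than their standard errors, toward 0 except for miR-196b, which moved away from it. The size of this shift was not tested, so the index is neither shown nor excluded as their cause. The mean over dogs of this share was 46.3% in UC and 65.2% in control dogs (two-sided permutation p = 0.359), and no source names the index as a batch. For the other 13 a difference between UC and control dogs may be biological, but urine collection differed between the groups. In the paper's baseline data HC dogs were also younger and more often entire males than UC dogs, with more creatinine in the urine sample. None of these differences was tested.

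EV fractions gave 18 calls and protein fractions 1, for which chance cannot be excluded, since 48 of 100 splits called as many and the highest called 13. Under the main test, EV counts thinned to each dog's protein total still gave a median of 10 calls (5 to 16 in 100 draws). Of these, miR-199 was called in 100, miR-150 in 97, miR-221 in 94, miR-222 in 80 and miR-182 in 63 draws. Set against the 1 protein call, this argues against lower depth of protein fractions alone. Protein calls ranged from 0 to 11 under the alternatives, however, and thinned counts were not tested under them, so lower depth is not excluded. The interaction of UC and fraction called 0 miRNAs in edgeR (12 with an unadjusted p under 0.05, DESeq2 0, limma voom 3 with miR-199 and miR-150 among them), so the main test does not show that the effect of UC differs between fractions. Relabelled dogs say nothing about chance here, as all 100 sets must reach 0 calls (the highest called 1). A larger spread between dogs in protein fractions may account for part of the gap and stays open, as does a biological difference between fractions.

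miR-150 was higher in UC dogs in EV fractions, with a log2 fold change of 3.92 (above the control median in 12 of 12). RNA from blood cells may raise it. The median log2 fold change of miR-142, miR-223, miR-451 and miR-486 was 0.62 (SD 0.32, n = 4 miRNAs). This lay above the bound of 0.5 set for arguing against blood cells and below the higher bound set for them, so the test does not decide. Against UTI dogs miR-150 was 2.80 higher, a call that held in 7 of 23 fits with a dog left out, while that median was -0.23 (SD 0.40), which argues against these blood cells as the source of the difference from UTI. With the mean level of miR-142, miR-223 and miR-451, but not miR-486, as a covariate 15 of 18 calls stayed (83.3%), miR-150 among them (3.59, standard error 0.64, adjusted p = 2.44e-04). Lymphocytes were not tested apart from other blood cells, and urine collection, age and sex differed between the groups.

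Chance can be excluded for the number of calls of UC against HC, 19 (1 of 100 splits, highest other 5), which fell to 7 without HC dog 13. It can be excluded likewise for the number between EV and protein fractions, 58 (1 of 100 sign flips within dogs, highest other 5). Neither test clears single calls. Sign flips also cannot detect a shift made by the scaling, and of the 58 only 14 higher and 22 lower calls held under all 5 scalings. The 4 of UC against UTI met the bound set for this test with all dogs only, at 3 of 100 splits with the highest other at 5, more than the real split. Chance is not excluded for these 4, as 0 calls remained without UTI dog 18 and 1 without UTI dog 26. For UTI against HC, with 0 calls in edgeR (12 with an unadjusted p under 0.05, DESeq2 0, limma voom 0), splits say nothing about chance, as all 100 must reach 0 calls (the highest called 1).

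Within UTI and HC dogs 4 of 36 groups held a dog set apart by its gap to the nearest other dog, where chance gives 1.8, and both gaps of miR-222 rest on counts of 0. In EV fractions HC dog 34 had 0 counts of miR-222, which the prior count sets to 5.32 log2 CPM, against 7.61 to 8.91 in the other HC dogs, so the size of the gap is not measured. In protein fractions HC dog 22 had 1 count of miR-222 (9.38 log2 CPM) and the other HC dogs 0 (8.00 from the prior count), so any count would have set it apart. The aligned share in protein fractions was 4.39% in UTI dog 11 and 0.207 to 1.29% in the other UTI dogs. let-7a in protein fractions was 14.83 log2 CPM in UTI dog 30 and 17.59 to 18.08 in the other UTI dogs.

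The paper does not report 4 miRNAs that passed between UC and control dogs in EV fractions, all with few counts. miR-127 (log2 fold change 3.66) had 80 counts in 5 UC dogs, 65 of them in 1 dog, against 2 in control dogs, a ratio of 25.8 (95% counting interval 6.90 to 216), and was 1.92 (adjusted p = 0.219) without UC dog 6. miR-1343 (2.45) had 40 counts in 7 UC dogs against 3 in 2 control dogs, a ratio of 8.59 (2.73 to 43.4), and stayed past the threshold in 15 of 23 fits with a dog left out. miR-135b (-3.39) had 29 counts in 4 control dogs against 2 in UC dogs, a control to UC ratio of 22.5 (5.70 to 195), and was -2.73 (adjusted p = 0.0563) without HC dog 15. miR-2483 (fitted at -3.10) had 10 counts in 3 control dogs and 0 in UC dogs, at least 5.18-fold lower against a floor of 3 counts over the group.

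Between UC and HC dogs 5 miRNAs passed that the paper does not list. Of those above miR-135b (fitted at -3.47, adjusted p = 0.0255) had 15 counts in 3 HC dogs against 2 in UC dogs, an HC to UC ratio of 21.0 (95% counting interval 4.88 to 189), and was -1.65 (adjusted p = 0.359) without HC dog 15. miR-2483 (fitted at -3.52, adjusted p = 0.0175) had 8 counts in 2 HC dogs and 0 in UC dogs, at least 7.46-fold lower against the same floor. The epithelial miR-200c was 0.97 (standard error 0.30, adjusted p = 0.0287) and miR-429 was 1.22 (adjusted p = 0.0169) higher on the log2 scale. The erythrocyte miR-451 (fitted at 5.07, adjusted p = 0.0216) had 51 counts in 9 UC dogs and 0 in HC dogs, at least 6.08-fold higher against a floor of 3 counts over the group. miR-200c, miR-429 and miR-451 did not pass without HC dog 13.

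Between fractions of the same dogs 36 miRNAs were higher and 22 lower in EV under TMM, of which 14 and 22 held under all 5 scalings, a comparison the paper does not make.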

How the results depend on the processing

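DESeq2 with no filter, camera with an estimated correlation, the fits without the shallow and the 2 deepest dogs, base means after replacement of outlier counts and, outside the comparisons of UC with all control dogs, TMMwsp and scaling to the normalisers were chosen after the result was seen.

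The 18 calls between UC and control dogs in EV fractions became 17 to 19 under RLE size factors, total counts, no filter, library 1, TMMwsp, the fit of 3 groups and the total count or blood cell miRNAs as a covariate, which shared 15 (blood cell miRNAs) to 18 with the 18. filterByExpr gave 10, since only 85 miRNAs were tested, without miR-199, miR-143, miR-145, miR-150 and miR-222. Scaling to let-7a, miR-26a and miR-194 gave 29, where the median of all miRNAs moved from 0.25 to 0.64. DESeq2 gave 14, limma voom 13, the index covariate 13, and the fit without the shallow and the 2 deepest dogs 12. With a dog left out the number was 12 (without HC dog 13) to 23 (without UTI dog 11). miR-199, miR-150, miR-143, miR-92b, miR-222, miR-145, miR-21, miR-196a and miR-221 passed in all 23 of these fits and miR-182 in 22. Of 692 values of 45 named miRNAs 631 kept direction and side of the threshold, 32 fell short of it, 14 newly passed and 15 reversed, all 15 of miRNAs that had not passed.

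These reversals in EV fractions, on the log2 scale, were let-7b -0.061 and miR-103 -0.026 under filterByExpr, miR-203 0.050 and let-7b -0.079 under limma voom, let-7b -0.032 and miR-103 -0.0066 with library 1, miR-103 -0.00051 with the total count as a covariate and let-7b -0.013 without shallow dogs. Scaling to the normalisers gave let-7a 0.13, miR-26a 0.052, miR-148a 0.10, miR-203 0.25, miR-30d 0.093, miR-128 0.0038 and miR-125a 0.16, again with the shift of the median. With a dog left out miR-128 ranged from -0.47 to 0.066, let-7b from -0.045 to 0.13 and miR-203 from -0.42 to 0.015. For the other reversals the cause was not tested.

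In protein fractions the single call became 0 under RLE size factors, limma voom and without shallow dogs (14 dogs left), 2 under TMMwsp and with the index covariate, 3 with blood cell miRNAs and 4 with the total count as a covariate, 4 under filterByExpr (31 miRNAs tested), 6 in DESeq2, 7 in DESeq2 with no filter and 11 when scaled to the normalisers. With a dog left out it was 0 (without UC dog 8 or UC dog 14) to 3 (without UC dog 6). The log2 fold change of miR-486 was 2.65 to 3.53 under these alternatives. miR-25 turned to 1.09 in DESeq2 with and without the filter, 0.82 under limma voom, 0.49 when scaled to the normalisers, 0.25 with the index and 0.27 with the blood cell covariate. miR-182 turned to -0.12 under limma voom and -0.54 with the index covariate, and miR-16 to 0.18 under limma voom, 0.71 when scaled to the normalisers, 0.19 with the index and 0.32 with the blood cell covariate. With a dog left out miR-25 was -0.98 to 1.18 (without UTI dog 11), miR-16 -0.66 to 0.62 (without UTI dog 11) and miR-205 -0.29 (without UC dog 21) to 1.91 (without UTI dog 30). The negative sign of miR-25 and miR-16 in the main fit thus rested on UTI dog 11. The cause of the reversals under the alternatives was not tested.

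UC against HC gave 15 to 19 calls under 7 alternatives and TMMwsp, 30 (26 higher, 4 lower) when scaled to the normalisers, and 7 (without HC dog 13) to 21 (without UC dog 4) with a dog left out. The 4 calls of UC against UTI became 2 with total counts and 2 in limma voom but 6 in DESeq2, 3 or 4 under the other alternatives, and 0 (without UTI dog 18) to 5 (without UC dog 6) with a dog left out. UTI against HC gave 0 calls under all 7 alternatives and 0 to 1 (without UTI dog 10) with a dog left out. The interaction gave 0 calls except 3 in limma voom, and 0 to 1 (without UTI dog 11) with a dog left out, where miR-222 ranged from -0.012 to 1.51. The cause was not tested.

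The 58 calls between fractions became 103 in limma voom (30 higher, 73 lower) and 66 without the dog as a block, that is without pairing the fractions. Other alternatives gave 41 to 63, with 36 of the 58 higher under TMM but 19 of 63 under RLE size factors, and 51 to 59 with a dog left out.

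The number of miRNAs above a base mean of 60 among protein calls was 0, and 1 with counts scaled by TMM to the mean library. Lists past the threshold in EV fractions numbered 4 with the preset and 1 with an estimated correlation, the paper's own EV list (adjusted p = 0.00303 and 0.0242). That list was chosen on these same dogs, so it is not independent evidence, and no other list passed with an estimated correlation. Between fractions the lists past the threshold numbered 2 with the preset, 0 with an estimated correlation and 8 by fry, which asks another question. The cause was not tested. In counts simulated at the depth and spread of each fraction 10% of 2-fold changes were found in protein and 46% in EV fractions.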

Differences from the paper's values

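Between UC and control dogs in protein fractions the paper reports 5 more abundant miRNAs at an adjusted p under 0.05, whereas 1 was found here. Of 14 alternatives set before the data were examined DESeq2 gave 5, and the other 13 gave 0 to 11 and differ from the paper's value. The paper reports 2 less abundant miRNAs and 0 were found here. filterByExpr and the total count as a covariate gave 2 each, and the other 12 alternatives gave 0 or 1. DESeq2 with no filter on low counts, chosen after seeing the values, gave the paper's 5 and 2 in protein fractions and its 11 and 4 in EV fractions and drops 0 of the paper's called miRNAs.

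For miR-199 in EV fractions the paper's log2 fold change is 3.57 and the value here was 5.04. DESeq2 gave 3.57 and limma voom 3.43, the other 11 alternatives gave 4.73 to 5.39 and differ, and 3.51 was reached without UC dog 25. The paper's base mean of miR-199 is 8.55 and the value here was 22.8. DESeq2 with its replacement of outlier counts gave 8.55, and counts scaled by TMM gave 35.0, which differs.

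For miR-205 in protein fractions the paper's log2 fold change is 1.77 and the value here was 0.69. DESeq2 gave 1.77 and the index covariate 1.11, the other 12 alternatives gave 0.21 to 1.05 and differ, and 1.91 was reached without UTI dog 30. For miR-25 in protein fractions the paper's log2 fold change is 1.09 and the value here was -0.83. Yet all 12 UC dogs lay above the control median of miR-25, in the paper's direction. DESeq2 gave 1.09 and limma voom 0.82, the other 12 alternatives gave -1.18 to 0.49 and differ, and 1.18 was reached without UTI dog 11. The paper's base mean of miR-25 is 16.1 and the value here was 28.7. DESeq2 with its replacement of outlier counts gave 16.1, and counts scaled by TMM gave 58.1, which differs.

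The paper calls miR-93 more abundant in UC in EV fractions. Here its log2 fold change was 0.57 with an adjusted p of 0.0805. It passed in DESeq2 (adjusted p = 0.0169), with library 1 of each RNA (0.0451) and when scaled to the normalisers (0.0104), and in DESeq2 with no filter (0.0179), chosen after seeing the values, which drops 0 of the paper's called miRNAs. The range over all alternatives was 0.0104 to 0.139. The other 14 miRNAs of the paper's EV list passed here in the paper's direction.

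The paper places all called miRNAs of protein fractions at or below a base mean of 60. Of the 7 miRNAs it lists, 5 lay at or below 60 here, miR-205 was at 72.1 and miR-148a at 60.02. After replacement of outlier counts, chosen after seeing the values, 1 lay above. The paper counts 150 miRNAs in protein fractions, and 155 had at least 1 count here. With at least 1 count in 2 dogs there were 148 and with at least 10 counts 128.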

Other observations

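No hypothesis is offered in this part, and its values were chosen for display after the result was seen, apart from the lists.

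The protein fraction of UTI dog 11 held 44394 CPM of the neutrophil miRNA miR-223, 423867 CPM of miR-16 and 76858 CPM of miR-25, each the highest of the 22 dogs, and 20075 CPM of miR-142, where UC dog 19 held 21393 CPM. It held 2638 CPM of miR-146a, 344 CPM of miR-150, 574 CPM of miR-342 and 574 CPM of miR-486. UC dog 21, the dog with a larger aligned share in the protein than in the EV fraction, held 281770 CPM of miR-200c, 113936 CPM of miR-205 and 95647 CPM of miR-203 in its protein fraction, all miRNAs of epithelium. UTI dog 30 held 82570 CPM of miR-205 and 140942 CPM of miR-200c.

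In EV fractions the sequencing counts separated UC from UTI dogs with an area under the ROC curve of 0.983 for miR-221, 0.967 for miR-222, 0.850 for miR-150 and 0.700 for miR-182. Against HC dogs the areas were 0.778 for miR-221, 0.764 for miR-222, 1 for miR-150 and 0.944 for miR-182, and against all control dogs they were 0.871, 0.856, 0.932 and 0.833. miR-199 reached 1 in all 3 comparisons. These miRNAs were chosen on the same dogs, so the areas do not measure how unseen dogs would separate.

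Blood cell miRNAs were compared between all groups of EV fractions. The median log2 fold change of miR-142, miR-223, miR-451 and miR-486 was 2.26 in UC over HC (SD 1.65, n = 4 miRNAs) and 2.20 in UTI over HC (SD 1.92). miR-451 had 0 counts in HC dogs and 32 counts in 2 UTI dogs, at least 13.3-fold higher against a floor of 3 counts over the group, and its test between UTI and HC did not pass (adjusted p = 0.129). miR-146a, a miRNA of inflamed tissue, was 11607 CPM in UC, 10047 ± 10717 CPM in UTI (SD, n = 5) and 1893 ± 1445 CPM in HC dogs (SD, n = 6), and passed in UC against HC (log2 fold change 2.62, adjusted p = 0.0175).

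The remaining lists did not pass camera's test between UC and control dogs in EV fractions. These were miR-17 and its paralogous clusters (1 of 7 higher, 2 when adjusted over the list alone, adjusted p = 0.334), neuron and endocrine (0 of 4, 0 when adjusted over the list alone, adjusted p = 0.512), the miR-15, miR-16 and miR-103 families (0 of 4, 0 when adjusted over the list alone, adjusted p = 0.898), the miR-23, miR-24 and miR-27 clusters (0 of 5, 0 when adjusted over the list alone, adjusted p = 0.994) and the miR-99, miR-100 and miR-125 clusters (0 of 4, 0 when adjusted over the list alone, adjusted p = 0.916). Of the paper's protein list 1 of 7 was higher in EV fractions (1 when adjusted over the list alone, adjusted p = 0.255), a list chosen on these dogs and not independent evidence. Lists with 2 tested members were not given to camera. None of 2 erythrocyte miRNAs passed (0 when adjusted over the list alone; miR-486 0.88, adjusted p = 0.384; miR-451 0.37, adjusted p = 0.812), none of 2 liver miRNAs (1 higher when adjusted over the list alone) and none of 2 of the miR-34 family (1 lower when adjusted over the list alone). The erythrocyte, leukocyte and smooth muscle lists hold miRNAs that other tissues also express.

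In protein fractions no list passed between UC and control dogs, with adjusted p of 0.209 to 0.998. In EV over protein fractions leukocyte miRNAs were lower for 2 of 7 (2 when adjusted over the list alone, adjusted p = 0.230) and the HOX gene clusters higher for 3 and lower for 1 of 4 (3 and 1 when adjusted over the list alone, adjusted p = 0.406), and lists other than kidney tubule and let-7 had an adjusted p of 0.230 to 0.866.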
